# Identification of Cilia Genes That Affect Cell-Cycle Progression Using Whole-Genome Transcriptome Analysis in *Chlamydomonas reinhardtti*

**DOI:** 10.1534/g3.113.006338

**Published:** 2013-06-01

**Authors:** Alison J. Albee, Alan L. Kwan, Huawen Lin, David Granas, Gary D. Stormo, Susan K. Dutcher

**Keywords:** flagella, deflagellation, ZMYND10, NXN, SPATA4, GLOD4

## Abstract

Cilia are microtubule based organelles that project from cells. Cilia are found on almost every cell type of the human body and numerous diseases, collectively termed ciliopathies, are associated with defects in cilia, including respiratory infections, male infertility, situs inversus, polycystic kidney disease, retinal degeneration, and Bardet-Biedl Syndrome. Here we show that Illumina-based whole-genome transcriptome analysis in the biflagellate green alga *Chlamydomonas reinhardtii* identifies 1850 genes up-regulated during ciliogenesis, 4392 genes down-regulated, and 4548 genes with no change in expression during ciliogenesis. We examined four genes up-regulated and not previously known to be involved with cilia (ZMYND10, NXN, GLOD4, SPATA4) by knockdown of the human orthologs in human retinal pigment epithelial cells (hTERT-RPE1) cells to ask whether they are involved in cilia-related processes that include cilia assembly, cilia length control, basal body/centriole numbers, and the distance between basal bodies/centrioles. All of the genes have cilia-related phenotypes and, surprisingly, our data show that knockdown of GLOD4 and SPATA4 also affects the cell cycle. These results demonstrate that whole-genome transcriptome analysis during ciliogenesis is a powerful tool to gain insight into the molecular mechanism by which centrosomes and cilia are assembled.

Cilia are hair-like organelles protruding from many types of cells in the human body. They play both signaling and mechanical roles in cells. At the base of cilia lie microtubule-based structures called basal bodies, which template and anchor cilia and recruit proteins needed for ciliary assembly. The presence of cilia and basal bodies is linked to the cell cycle in many organisms; mammalian cells that exit the cell cycle are quiescent, nonproliferating, and assemble cilia (Tucker *et al.* 1979). When cells re-enter the cell cycle, they absorb their cilia in late G1 (Rieder *et al.* 1979) and basal bodies convert to centrioles to become part of the spindle pole during mitosis. The prevailing hypothesis is that the cell cycle regulates the basal body/centriole and the assembly of cilia. Depletion of cdk or cyclin A or E eliminates centriole separation (Lacey *et al.* 1999). In many unicellular organisms such as Paramecium or Tetrahymena, cilia are retained during division.

In recent years, interest in cilia as an important organelle resurfaced due to a growing list of human diseases associated with ciliary defects, which cause a wide range of phenotypes that include renal cysts, liver disease, cognitive impairment, retinal degeneration, obesity, skeletal bone defects, laterality defects, and polydactyly (Albee and Dutcher 2012). Abnormal formation or function of these structures has been implicated as an underlying cause of many syndromes and disorders that have traditionally been recognized as disjoint conditions. The identification, characterization, and implication of human ciliopathy disease genes have greatly benefited from study in the model organism *Chlamydomonas reinhardtii* (Pazour *et al.* 2005). Chlamydomonas is a unicellular, green alga that has two cilia/flagella that are morphologically and biochemically similar to cilia found in humans. When environmental pH is lowered, Chlamydomonas cells shed their cilia and ciliogenesis begins immediately once a neutral pH is restored. The specific transcriptional induction of genes encoding many known cilia components during ciliogenesis have been widely reported and underscores one of the advantages of using Chlamydomonas as a model organism to study cilia and ciliogenesis.

Proteomic approaches using isolated Chlamydomonas cilia have generated an important list of ciliary components albeit with the caveat that low abundance and membrane proteins are not well represented (Pazour *et al.* 2005). This analysis has identified numerous structural components, but components that regulate cilia assembly or function such as those which preassemble dynein components in the cytoplasm were not identified (Mitchison *et al.* 2012). Genomic comparisons have also added to the list of ciliary components (Avidor-Reiss *et al.* 2004; Li *et al.* 2004; Merchant *et al.* 2007; Kwan *et al.* 2010; Hodges *et al.* 2011). These methods are complementary to proteomic methods, but they also generate an incomplete list because genes with conserved motifs such as kinases are discarded as a result of being in a nonciliated species. Many of the known ciliary components are up-regulated during ciliogenesis in Chlamydomonas. Previous methods to look at transcript levels focused on known genes (Lefebvre and Rosenbaum 1986), genes found by genomic comparisons (Li *et al.* 2004) or proteomics (Pazour *et al.* 2005), or used an incomplete version of the Chlamydomonas genome (Stolc *et al.* 2005). In addition, these studies focused on genes with increased fold change at 30 min and this single time point may also yield an incomplete list of ciliogenesis genes.

To generate a more complete picture of the genes required for ciliogenesis, we performed RNA sequencing (RNA-seq) (Nagalakshmi *et al.* 2008) and mapped the reads to the v5.3.1 Chlamydomonas genome assembly. We compared transcript abundance at 3, 10, 30, and 60 min during ciliogenesis with the predeflagellation transcript levels. We identified 1850 genes with an increased fold change of at least 2.5 at one or more of the time points. From this set, we analyzed four genes with homologs in humans using retinal pigment epithelial cells (hTERT-RPE1) expressing centrin-1/green fluorescent protein (GFP) and found that gene knockdown affects cilia, basal bodies/centrioles, and two genes also play an unexpected role in cell cycle progression.

## Materials and Methods

### Chlamydomonas sample preparation and RNAseq analysis

Chlamydomonas cell cultures were grown in 150 mL of Sager and Granick medium (R) to a concentration of 7.2 × 10^6^ cells per mL and 87.5% flagellated (Lux and Dutcher 1991). Cells were spun down in 50-mL conical tubes in a Sorvall RT6000 for 10 min at 2400 × g at room temperature, and resuspended in 25 mL of 10 mM HEPES buffer. A 5-mL aliquot was taken and diluted to 50 mL in R medium as “pretreatment” sample. Acetic acid (0.5N) was added dropwise to the remaining 20 mL with constant stirring to reach a pH of 4.1 as measured by a Corning pH meter 240 (Corning, NY) at 24°. After 45 sec, pH was restored to 7.1 with 0.5 N KOH. Deflagellation was confirmed by phase microscopy. Deflagellated cells were diluted 10-fold into R medium at 22°. Equal aliquots were taken at 0, 7, 27, and 57 min and spun in Sorvall RT6000 for 3 min at 2400 × g, bringing the total number of time points to five, labeled predeflagellation, 3, 10, 30, and 60 min.

RNA was extracted from Chlamydomonas cells with the QIAGEN RNeasy Mini Kit (QIAGEN, Valencia, CA). Yield of total RNA from each sample was ~5 µg. After DNase I treatment, 10 µg of total RNA was used to make cDNA library with Illumina RNA-Seq Prep kit (Illumina, San Diego, CA) and the cDNA libraries were sequenced on the Illumina Gene Sequencing Machine GAIIx.

The 36 base pair single end reads were aligned to the v5.3.1 Chlamydomonas genome using the TopHat alignment software suite (Trapnell *et al.* 2009). Transcript abundance for 18,757 gene models predicted on the v5.3.1 assembly were computed in FPKMs using the Cufflinks software suite (Trapnell *et al.* 2010).

### Expression profile clustering

The expression profile of each was determined for each gene from the ratio of its expression (FPKM) at each time point to the expression in the predeflagellation sample. A total of 1850 genes had ratios of at least 2.5-fold for at least one time point and were used to identify common profile types using the method of (Brady *et al.* 2007). To summarize, genes are first sorted by decreasing variance of the profile, and the top 75% of genes are then grouped by fuzzy k-means clustering. In contrast to standard k-means clustering, fuzzy k-means clustering assigns each profile a probability of membership in each cluster and allows multicluster membership for a given gene. Once initial membership is determined, the method determines the appropriate membership probability cut-off such that the average gene is assigned to one cluster (Brady *et al.* 2007). Similarity between clusters is then determined by the Pearson correlations between their mean profiles and a single-linkage hierarchical tree is generated. Branches of the tree with Pearson correlation >0.9 were merged into the final set of clusters and the mean profile for each cluster determined. Individual genes were then assigned to clusters for which the Pearson correlation between their profile and the mean profile of the cluster was >0.85, resulting in nearly every gene being assigned to exactly one cluster (Brady *et al.* 2007).

### Gene knockdown experiments

Multiple constructs expressing short hairpin (sh)RNA (Moffat *et al.* 2006) (Supporting Information, Table S1) were used for each gene and delivered into cells using the lentiviral system in the presence of 10 μg/mL polybrene. The medium containing the virus was incubated with hTERT-RPE1 cells expressing centrin-1/GFP (a kind gift from Dr. Alexey Khodjakov, Wadsworth Center) for 2−6 hr. The cells were allowed to recover and express the shRNA constructs overnight. The next day, 9 μg/mL puromycin was added to the medium to select for cells that had integrated and expressed the construct. Selection was maintained for 2 d. After 2 d, 1/5 of the cells were added to each of two wells of a six-well plate containing coverslips. RNA was isolated from the remaining cells and 1−3 μg of RNA was used to make cDNA using SuperScript III (Life Technologies, Carlsbad, CA). Knockdown levels were assessed by quantitative real time polymerase chain reaction (qRT-PCR) via an iCycler (Bio-Rad, Hercules, CA). Values were normalized using glyceraldehyde 3-phosphate dehydrogenase (GAPDH) as a control. Primers used for qRT-PCR analysis are listed in Table S2. The day after the cells were passed onto coverslips, 10 μM 5-ethynyl-2-deoxyuridine (EdU; Life Technologies) was added to one of the coverslips. Twenty-four hours after EdU was added, the cells were fixed and assessed for EdU uptake according to the manufacturer’s instructions. The medium was changed on the other coverslip to serum-free medium. The cells were maintained in serum-free medium for 72 hr before the cells were fixed with 4% paraformaldehyde and stained with an antibody against acetylated α-tubulin at 1:5000 (Sigma-Aldrich, St. Louis, MO) and DAPI to visualize the cilia and DNA, respectively.

### Plasmids

cDNA encoding GLOD4 (Accession BC008605), NXN (Accession BC009327), SPATA4 (Accession BC021731), and ZMYND10 (Accession BC033732) were ordered from Thermo Scientific. cDNAs were cloned in-frame with YFP in pFLRu-MCS-YFP (Feng *et al.* 2010) using PCR and In-Fusion HD cloning system (Clontech). For shRNAs that targeted the coding region, site-directed PCR was performed on the genes to mutate the targeted DNA sequence with synonymous changes. All genes were sequenced to ensure that they were in-frame with YFP and contained only the introduced synonymous mutations.

### Microscopy and data analysis

To assay EdU uptake, images were obtained with a PerkinElmer UltraVIEW VoX laser scanning disk confocal system equipped with a Zeiss Axio Observer Z1 microscope, α-Plan-Apochromat 40x/1.2 water or 63x/1.46 oil DIC M27 objectives, and EMCCD camera. Images were acquired with Volocity software. At least 100 nuclei (as judged by DAPI staining) were counted and the number of nuclei that also had EdU staining was recorded as the percent of EdU uptake. The control cells EdU uptake was set at 100% and the experimental samples were normalized to the controls.

To assay cilia and basal bodies, images were acquired with 63× or 40× objective (described previously). For percent ciliation, the number of cilia present on at least 100 cells was recorded. The controls were set to 100%, and the experimental samples were normalized to the controls. For cilia length, the length of at least 100 cilia (as judged by acetylated α-tubulin staining) was measured using Volocity software. For the number of basal bodies/centrioles per cell, the number of cells containing 2, 3, 4, 5, or ≥6 basal bodies/centrioles (as judged by centrin-1/GFP staining) were recorded in at least 100 cells and expressed as a percentage of the total number of basal bodies/centrioles. For the distance between the basal bodies/centrioles, the distance between mother and daughter basal bodies/centrioles (as judged by brightness of centrin-1/GFP) was measured using Volocity software.

## Results

### RNAseq generates a reliable transcriptome-wide ciliogenesis dataset

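RNA was sequenced from Chlamydomonas cells, a green alga with a pair of flagella, before the flagella were removed with acid and at 4 time points of their regrowth. Each of the 5 conditions is represented by 1 library, so no difference between time points has a replicate check, and each comparison is between those libraries. The paper gives a pH of 4.1 for the acid step, which lasted 45 sec before the pH was restored to 7.1, and regrowth at 22°. The sample labels give a pH of 4.0 and growth at 25°. Aliquots were taken at 0, 7, 27, and 57 min and spun for 3 min, which gives the 3, 10, 30, and 60 min samples. The authors aligned the 36 bp reads to the v5.3.1 genome with TopHat and deposited, for each library, the FPKM that Cufflinks estimated for each of 18757 gene models, with the lower and upper bound of its interval and a status. Read counts were not used here. If each interval spans 2 standard deviations of the counting error on either side of the FPKM, the intervals give 15.3 M fragments assigned to genes in the predeflagellation sample, 16.6 M at 3 min, 18.1 M at 10 min, 16.7 M at 30 min, and 15.7 M at 60 min. The paper's own depth is 99.4 M reads in all and 19.9 M per sample, which counts reads and not the fragments assigned to genes. For a median expressed gene, the intervals give 374 fragments in the predeflagellation sample and 285 at 10 min, the lowest of the 5 samples. Fold changes were taken as the FPKM at a time point divided by the predeflagellation FPKM, without a pseudocount. The bounds of a fold change are the lower bound at the time point divided by the upper bound before deflagellation, and the reverse. They cover error within the 2 libraries only, and PCR copies of a molecule are not told apart. Some intervals are wider than counting error gives. The gene model g17468 had 4.07 FPKM with an interval of 0 to 21.3 at 30 min, and 56.4 FPKM with 52.0 to 60.9 at 3 min.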

Illumina sequencing of mRNA isolated from predeflagellation, 3, 10, 30, and 60 min into ciliogenesis produced a total of 99.4 million 36-mer single-end reads, for an average of 19.9 million reads per time-point sample. This equates to 3.58Gb or a 32-fold coverage of the 112 Mb *Chlamydomonas* genome. TopHat (Trapnell *et al.* 2009) was used to compute expression levels of 18507 Augustus gene models. Expression values calculated by Cufflinks are reported in terms of fragments per kilobase transcribed per million reads mapped (FPKM) (Trapnell *et al.* 2010). 

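The deposited FPKM of the genes in Table S3 and those printed in that table differed for 0 of its 1850 genes. Cufflinks gave a status other than OK in at least 1 of the 5 samples for 315 of the 18757 gene models. The number of models listed at an FPKM of 0 was 511 in the predeflagellation sample, 679 at 3 min, 832 at 10 min, 791 at 30 min, and 598 at 60 min. The lower quartile of FPKM over the models was 0.663 in the predeflagellation sample and 0.197 at 10 min.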

In five independent sets of RNAseq sequencing (preshock, 3, 10, 30, and 60 min), 96% of RNAseq reads align to the v5.3.1 Chlamydomonas genome assembly. v5.3.1 is the most complete version of the Chlamydomonas genome and includes updated annotations, predictions of alternate transcripts, and incorporates gene expression data. Aligning our RNAseq data to the latest version of the genome gives a more accurate picture of up-regulated genes and includes transcripts not found in studies that used earlier versions of the genome (Pazour *et al.* 2005; Stolc *et al.* 2005). For genes to be categorized as expressed, we required that they have three FPKMs during at least one of our time points and we consider 10,813 genes to be expressed. 

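An FPKM of 3 or more in at least 1 of the 5 samples was found for 10813 of the 18757 gene models. All 5 samples reached this level for 6029 models. Among the expressed genes, 185 had a Cufflinks status other than OK in at least 1 sample. Of the alternatives tried, a minimum of 10 FPKM moved the number of expressed genes most, to 6290.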

Any gene with a time point to predeflagellation expression value ratio of 2.5 or greater is considered an up-regulated gene and we found 1850 predicted genes to be up-regulated at one or more time points (Table S3). 

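A ratio of 2.5 or more to the predeflagellation FPKM was reached at 1 or more time points by 1876 expressed genes, or 17.3% of the 10813. Table S3 lists 1850 genes. Of these, 1839 met both the FPKM minimum and the ratio, and 11 stayed under 3 FPKM in all 5 samples. The other 37 of the 1876 genes are not in Table S3. By time point, 876 genes passed the ratio at 3 min, 1322 at 10 min, 1276 at 30 min, and 828 at 60 min, and 257 genes passed it at all 4. With the further requirement that the Cufflinks intervals of the 2 samples do not overlap, 1839 genes also remained. A ratio of 4 left 1273 genes.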

We refer to these genes as up-regulated even though we recognize that these values are also a reflection of changes in transcription rate or message stability. There are 4392 genes down-regulated, and 4548 genes that do not alter their expression level during ciliogenesis (Table 1). 

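With each gene placed in 1 class, 4224 expressed genes (39.1%) had a ratio of 0.4 or lower at 1 or more time points, which is a 2.5-fold decrease, and were not up-regulated. Another 167 genes passed both thresholds at different time points and were counted as up-regulated. Counting them in both classes gives 4391 down-regulated genes (40.6%). Neither threshold was passed by 4713 genes (43.6%). Requiring the decrease at every time point left 381 down-regulated genes, and requiring the increase at every time point, a setting chosen after seeing the values, left 257 up-regulated genes.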

The observation that the cell down-regulates almost half of its genes during ciliogenesis highlights the commitment of the cell to assemble cilia.

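With the minimum of 3 FPKM, decreases outnumbered increases at each time point. At 3 min 1588 genes were down-regulated, at 10 min 3572, at 30 min 2378, and at 60 min 1167. There were 1.81 down-regulated genes per up-regulated gene at 3 min, 2.70 at 10 min, 1.86 at 30 min, and 1.41 at 60 min. The median ratio to predeflagellation over all expressed genes was 0.713 at 3 min, 0.581 at 10 min, 0.778 at 30 min, and 0.995 at 60 min. Over the 6029 genes with at least 3 FPKM in all 5 samples, the medians were 0.843, 0.757, 0.905, and 1.04 at the same time points. When the FPKM were rescaled so that this last median was 1 at every time point, 3448 genes were down-regulated and 2133 up-regulated. The down-regulated genes per up-regulated gene were then 1.01 at 3 min, 1.48 at 10 min, 1.45 at 30 min, and 1.62 at 60 min. Without rescaling, a minimum of 10 FPKM left 496 down-regulated and 766 up-regulated genes at 3 min, and 1302 and 1104 at 10 min. It left 863 and 1051 at 30 min, and 542 and 584 at 60 min. With that minimum, increases outnumbered decreases at every time point but 10 min.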

**Table 1:** Summary of RNAseq data

Predicted transcripts in the genome	19,529
Genes aligned to genome	18,757
Genes with FPKM ≥3	10,790
Genes with a decreased fold change ≥2.5-fold	4392
Genes without a change in level	4548
Genes with increased fold change of ≥2.5-fold	1850

To evaluate the reliability of our data, we compared it with previous methods of identifying ciliogenesis genes. The flagellar proteome contains 624 genes with v5.3.1 Chlamydomonas gene predictions with two or more peptides (Pazour *et al.* 2005). Of these, 357 are found in our RNAseq dataset (Table 2). 

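In Table S3, 352 genes carry a mark for 2 or more peptides in the flagellar proteome. Their largest fold change had a median of 10.5 (95% confidence interval of the median over these genes, 9.89 to 11.1), against 5.76 for all 1850 genes of the table. Expression-matched random lists of the same size, 10000 of them drawn from Table S3, had a median of 7.51, and the list of 352 genes stood at percentile 100. Its median log2 ratio was 2.23 at 3 min, 3.29 at 10 min, 2.85 at 30 min, and 1.25 at 60 min. Rescaling to a median ratio of 1 moved the median largest fold change most, to 13.0.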

Of the 1429 genes in the flagellar proteome identified by a single peptide that have v5.3.1 gene predictions, 483 are found in our dataset. This finding suggests that not all structural proteins in the flagella show up-regulation. 

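The column of Table S3 for 1 peptide marks 480 genes, among them all 352 genes marked for 2 or more peptides. The median largest fold change of the 480 genes was 9.85 (95% confidence interval 9.15 to 10.5), at percentile 100 of the random lists, whose median was 7.20. At 30 min, 94.0% of the 352 genes passed the 2.5-fold ratio, and 72.7% of the 128 genes marked in the column for 1 peptide alone. Both shares are taken within Table S3, which lists genes for passing this ratio at some time point. Proteome genes outside it are not counted.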

Stolc *et al.* (2005) used microarray analysis to identify genes up-regulated 30 min after deflagellation, similar to our method. Of the 214 genes with v5.3.1 gene matches that they identified, 196 genes are in our RNAseq dataset (Table 2). 

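Table S3 marks 198 genes as found by the earlier microarray work. At 30 min, the time point of that work, 189 of them (95.5%) had a ratio of 2.5 or more in the deposited FPKM. Table S3 lists genes for passing this ratio at some time point, and genes of that work outside it are not counted. The share is therefore not a rate of agreement, and over all 1850 genes of Table S3 it was 67.5%. The largest fold change of the 198 genes had a median of 11.7 (95% confidence interval 10.3 to 12.6), at percentile 100 of 10000 expression-matched lists, whose median was 8.00. The Arch pattern is given for 163 of the 198 genes (82.3%).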

Of the 18 genes identified by Stolc *et al.* not found in our RNAseq data, 10 are heat shock proteins and may represent a stress response rather than a ciliogenesis response. Five of genes have either no similarity to known genes or no predicted domains. The remaining three genes include a DEAD-box helicase, a potential splicing factor, and a membrane transporter. RNAseq of mouse tracheal epithelial cells (MTECs) undergoing differentiation to become multiciliated, identified 649 genes (Hoh *et al.* 2012) and of these 397 have homologs in Chlamydomonas. There are 222 genes (56%) with RNAseq support in both Chlamydomonas and mouse. 

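For mouse tracheal epithelial cells, 197 genes are marked in Table S3, which was made with the same ratio. Of these genes, 196 met both the FPKM minimum and the ratio. Their median largest fold change was 8.18 (95% confidence interval 7.46 to 8.87). Random lists matched on mean expression had a median of 6.99, and the list stood at percentile 98.8 among them. The median was lower than that of the 198 genes marked for the microarray (11.7), and the confidence intervals of the 2 medians do not overlap. The Arch pattern is given for 57.9% of these genes.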

The MTECs generate 200−300 cilia per cell and must duplicate their basal bodies in addition to generating cilia. Some of the genes identified in MTECs may be due to basal body duplication or multiciliarity and may explain why only roughly half of those genes are found in our data. This comparison shows that overall our data agrees with previously published studies and reports many new genes that are likely to be involved in ciliogenesis.

**Table 2:** Comparison with previous published results

Evidence	No. Genes Supported by RNAseq	No. Genes with v5 Predictions
Flagellar proteome 2 or more peptides*^a^*	357	624
Flagellar proteome 1 or more peptides*^a^*	483	1429
Microarray *^b^*	196	214
RNAseq mouse tracheal cells ^c^	222	397

a Pazour *et al.* 2005.

b Stolc *et al.* 2005.

c Hoh *et al.* 2012.

We further tested for genes up-regulated in the RNAseq experiment by using qRT-PCR of five genes with previous support [α-tubulin (*TUA1*), radial spoke protein (*RSP3*), outer dynein arm (*ODA6*), kinesin (*KLP1*), and flagellar protein 178 (*FAP178*)] and found agreement between our qRT-PCR and RNAseq data (Figure 1). 

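By RNAseq, TUA1 (chromosome 3, 6017519 to 6019856 of v5.3.1) rose from 414 FPKM before deflagellation to 3531 at 30 min, a ratio of 8.53 (bounds 8.32 to 8.74). RSP3 (chromosome 6, 6308042 to 6310744) peaked at 10 min with a ratio of 11.3 (10.5 to 12.3) and was at 1.58 by 60 min. ODA6 (chromosome 12, 2523813 to 2527084) peaked at 30 min with a ratio of 9.51 (8.88 to 10.2), and after rescaling to a median ratio of 1 at 10 min with 10.6. KLP1 (chromosome 2, 79846 to 84993) reached 10.9 (9.66 to 12.3) at 10 min. For FAP178 (chromosome 10, 81436 to 84079) the ratio was 13.7 at 10 min, but its Cufflinks interval reached 0 and its status was not OK in all 5 samples, so the lower bound of the ratio is 0 and no upper bound can be given. Rescaling to a median ratio of 1 moved these values most and gave 15.0 for RSP3 and 14.3 for KLP1. The qRT-PCR values were not analysed here.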

We also examined six genes with no previous ciliary support [ABC transporter (*ABCA*), glyoxylase domain containing protein (*GLOD4*), lipid phosphatase (*MOT8*), potassium voltage gated channel (*KCN1*), nucleoredoxin (*NXN*), and MYND domain containing protein (*ZMYND10*)]. 

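Table S3 holds 3 genes with an ABCA human homolog, and the text does not say which of them ABCA is. Cre17.g721000 (ABCA3) reached a ratio of 4.95 at 30 min, Cre14.g613950 (ABCA5) 2.73 at 30 min, and Cre13.g580300 (ABCA9) 3.06 at 60 min, where the bounds of the last are 1.97 to 5.07. GLOD4 (Cre17.g704350, chromosome 17, 1150366 to 1153477) reached 4.24 (3.17 to 5.87) at 30 min. MOT8 (chromosome 17, 6209215 to 6214624) reached 8.89 (8.02 to 9.93) at 10 min and fell to 0.610 at 60 min. KCN1 (chromosome 7, 2628793 to 2636557) reached 8.82 (7.48 to 10.6) at 10 min. NXN (g1771) rose at each time point to 58.4 (49.9 to 69.8) at 60 min. ZMYND10 (Cre08.g358750) peaked at 28.9 (24.6 to 34.7) at 10 min. With a pseudocount of 1 added to each FPKM, the ratio of NXN became 47.4 and that of KCN1 7.06. That of Cre13.g580300 (ABCA9) became 2.36, below the 2.5-fold threshold.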

The human gene names are given for ABCA, GLOD4, NXN, and ZMYND10 because they do not have Chlamydomonas gene names. All other gene names refer to the Chlamydomonas gene names. 

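At the time point of its largest ratio, the FPKM interval lay above the predeflagellation interval for each of the genes TUA1, RSP3, ODA6, KLP1, GLOD4, MOT8, KCN1, NXN, and ZMYND10 and for the 3 ABCA candidates. FAP178 is the exception, since its intervals reached 0. The largest ratio fell at 10 min for RSP3, KLP1, FAP178, MOT8, KCN1, and ZMYND10, at 30 min for TUA1, ODA6, and GLOD4, and at 60 min for NXN. After rescaling to a median ratio of 1, that of ODA6 fell at 10 min.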

We find general agreement of up-regulation between RNAseq and qRT-PCR (Figure 1). Some of the differences may be attributable to the different methods of normalization between RNAseq and qRT-PCR. RNAseq is normalized against transcript levels across the transcriptome and qRT-PCR is normalized against a single control gene (GAPDH). 

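Over the genes with at least 3 FPKM in all 5 samples, the median ratio to predeflagellation was 0.843 at 3 min, 0.757 at 10 min, 0.905 at 30 min, and 1.04 at 60 min. Dividing each library by this median raised the largest ratio of ZMYND10, which falls at 10 min, from 28.9 to 38.2, and lowered that of NXN, which falls at 60 min, from 58.4 to 56.0.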

Absolute differences between RNAseq and qRT-PCR may reflect changes in a single gene verses changes in the entire transcriptome.

**Figure 1:**
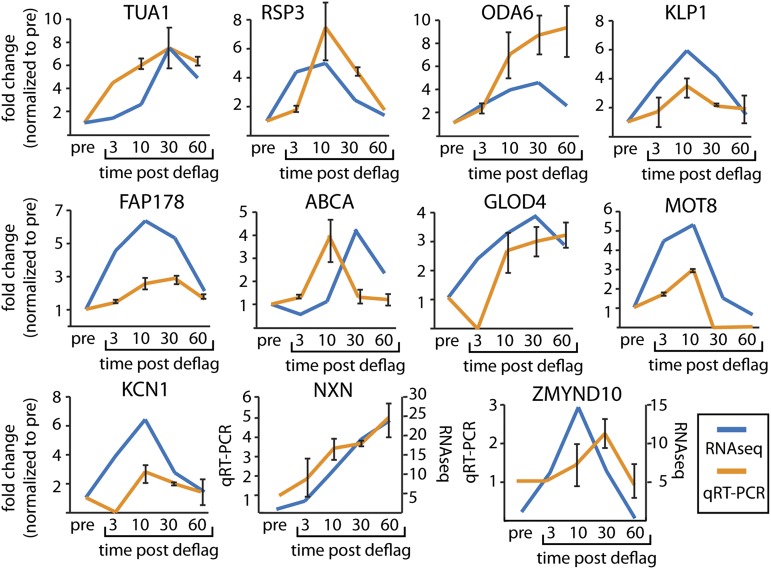
Expression profiles during ciliogenesis are similar between RNAseq and qRT-PCR. Genes with previous support for involvement in ciliogenesis (TUA1, RSP3, ODA6, KLP1, and FAP178) and new genes (ABCA, GLOD4, MOT8, KCN1, NXN, and ZMYND10) were examined for the up-regulation pattern by RNAseq and qRT-PCR. Error bars on qRTPCR data are the average of two independent experiments. Expression profiles generally agree between the two methods.

### Gene expression analysis reveals early ciliogenesis-regulation programs

We examined the expression patterns during our time course to determine a set of principal regulation profiles for genes that are up-regulated during the first 60 min of cilia regeneration in Chlamydomonas. We chose these to look at early timepoints based on previous studies showing that many flagellar mRNAs begin to increase between 10 and 30 min and return to predeflagellation levels 2−3 hr postdeflagellation (Silflow and Rosenbaum 1981; Schloss *et al.* 1984). Sixteen principal regulation profiles are identified and then grouped into five main patterns (Figure 2). The Arch group, containing patterns Arch1 and Arch2, shows increased expression at 3 min, a peak expression at 10 min, and then decreasing expression at 30 and 60 min (Figure 2A). 

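The Arch label is given to 676 of the 1850 genes of Table S3. Their median log2 ratio to predeflagellation was 2.21 at 3 min, 3.26 at 10 min, 2.48 at 30 min, and 0.98 at 60 min. The largest ratio fell at 10 min in 78.0% of these genes and at 30 min in 20.3%. At 60 min, 31.8% still passed the 2.5-fold ratio.

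**Figure D1:**
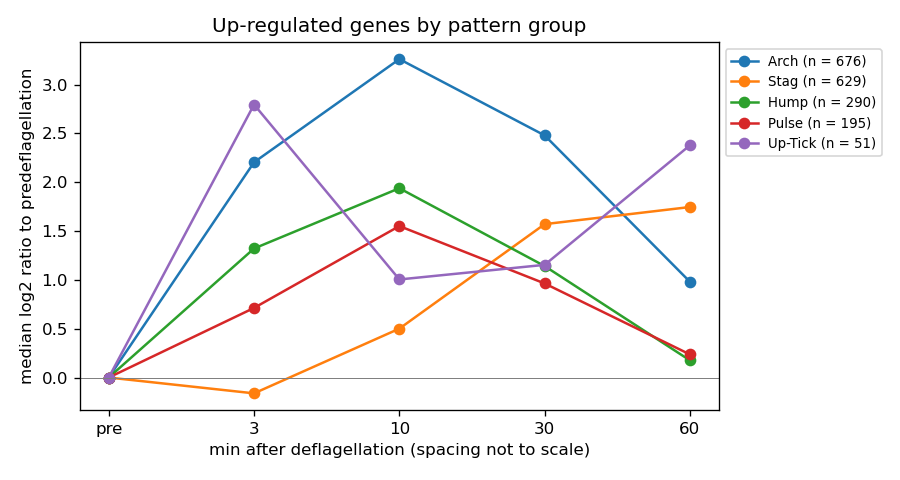
Median log2 ratio to predeflagellation of the genes in each of the 5 pattern groups (vertical axis) at each sample, from the predeflagellation sample to 60 min (horizontal axis, not to scale), where each point is a median over the genes of a group from 1 library per time point, without error bars. The Arch group is highest at 10 min, at 3.26, and the Stag group rises to 1.75 at 60 min.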

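Arch2 is given to 341 genes (18.4%) and Arch1 to 335 (18.1%). The Wilson 95% confidence intervals of the 2 shares, 16.7 to 20.3% and 16.4 to 19.9%, overlap. At 60 min, 64.2% of the Arch1 genes and 0% of the Arch2 genes passed the 2.5-fold ratio. The median log2 ratio at 60 min was 1.47 for Arch1 and 0.56 for Arch2.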

Arch2 is the most common pattern with 343 genes, whereas Arch1 is the second most common pattern with 336 genes (Table S3). Altogether, 37% of genes display the Arch pattern. The Staggered (Stag) group consists of four profile patterns that show a burst of expression at the 3, 10, 30, or 60 min time points with continued expression thereafter (Figure 2B). 

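The Stag label is given to 629 genes (34.0%). Their median log2 ratio was -0.16 at 3 min, 0.50 at 10 min, 1.57 at 30 min, and 1.75 at 60 min. Of the Stag3 genes, 63.3% passed the 2.5-fold ratio at 3 min, and of the Stag10 genes 74.6% passed it at 10 min. Among Stag30 genes the share past the ratio at 30 min was 72.1%, and 86.7% were past it at 60 min. All 165 Stag60 genes had their largest ratio at 60 min, and 90.9% of them passed the 2.5-fold ratio at that time point alone.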

Stag30 is the third most common pattern with 226 genes, Stag10 is the fourth most with 189 genes, and Stag60 and Stag3 are the fifth and tenth most common with 165 and 49 genes, respectively. Together the six patterns in the Arch and Staggered groups contain 71% of the up-regulated genes. 

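The Arch and Stag groups together hold 1305 of the 1850 genes (70.5%, Wilson 95% confidence interval 68.4 to 72.6%). Each gene was assigned to the pattern whose mean log2 profile it followed most closely, and so to the group of that pattern. The mean profiles came from the labelled genes themselves, which favours a match. With a Pearson correlation above 0.85, 1786 genes (96.5%) were assigned and 80.1% of them kept their group. On the linear scale, 67.1% of 1832 genes kept their group. The share of the Arch group moved most on the linear scale, to 18.8%.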

The remaining up-regulated genes are categorized into three groups of profile patterns: Hump, Pulse, and Up-Tick (Figure 2, C−E; the number of genes in each pattern is listed in Table S3). The Hump pattern shows significant up-regulation over the course of two time points, either at 3 min and 10 min (Hump1) or 10 min and 30 min (Hump2; Figure 2C). 

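The Hump label is given to 290 genes (15.7%). The 160 Hump1 genes had a median log2 ratio of 1.84 at 3 min, 2.15 at 10 min, and 0.67 at 30 min, and 83.8% passed the 2.5-fold ratio at 3 min and 94.4% at 10 min. For the 130 Hump2 genes the medians were 0.51 at 3 min, 1.78 at 10 min, and 1.64 at 30 min, with 85.4% past the ratio at 10 min and 80.0% at 30 min.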

The Pulse pattern is similar to Hump patterns, but significant up-regulation is sustained for a single time point (Figure 2D). 

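The Pulse label is given to 195 genes (10.5%). The ratio was passed at a single time point by 142 of them (72.8%). Among the 123 Pulse10 genes, all had their largest ratio at 10 min and 21.1% also passed the ratio at 30 min. The 21 Pulse3 genes had a median log2 ratio of 2.97 at 3 min and 0.37 at 10 min, and the 51 Pulse30 genes had 1.78 at 30 min and 0.75 at 60 min.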

We observe a pulse pattern at each of the 3-minute (Pulse3), 10-minute (Pulse10) or 30-minute (Pulse30*)* time points. We note that a fraction of up-regulated genes categorized as Stag60 may actually exhibit a 60-minute pulse if further data were gathered at later time points. Up-Tick patterns have more complicated profiles with multiple peaks and can be further subdivided by the time points of their expression peaks (Figure 2D).

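The Up-Tick label is given to 51 genes (2.76%, Wilson 95% confidence interval 2.10 to 3.61%). Their median log2 ratio was 2.80 at 3 min, 1.00 at 10 min, 1.15 at 30 min, and 2.38 at 60 min. The largest ratio fell at 3 min in 33.3% of them and at 60 min in 33.3%. The 5 Up-Tick patterns hold between 4 and 13 genes each. In the pattern with 13 genes, UT2, the medians were 8.18 at 3 min, 0.63 at 10 min, 9.09 at 30 min, and 6.49 at 60 min. Of the expressed genes with a value under 0.02 FPKM in some sample, 96.7% overlap another gene model. Whether swings of this size come from values near 0 or from reads moving between overlapping models was not tested for these genes.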

**Figure 2:**
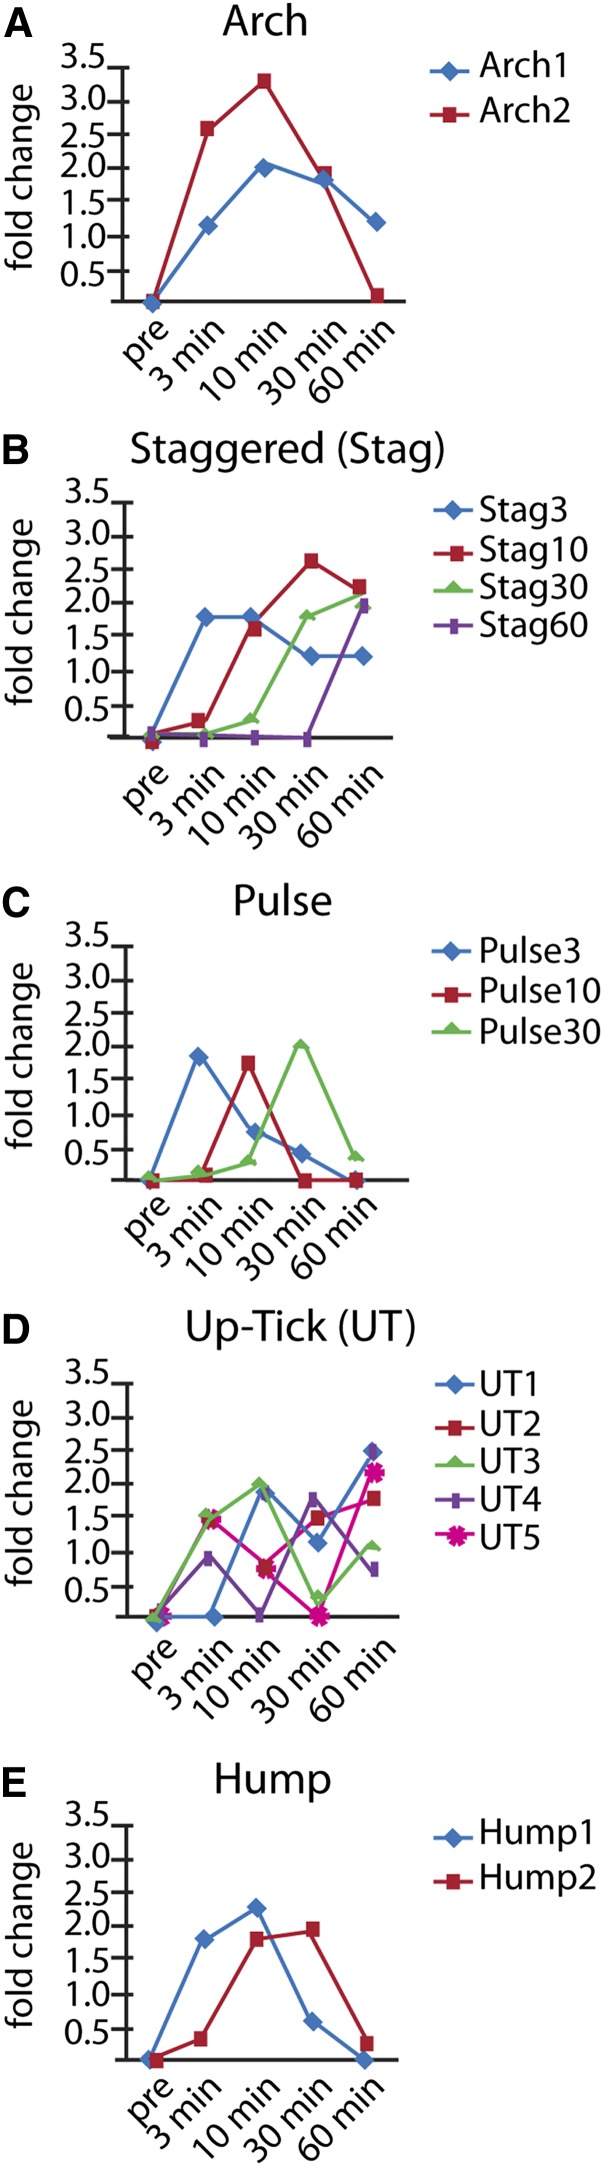
Profile clustering identifies 16 principal up-regulation expression profiles organized into five pattern groups. (A) The Arch pattern shows increased expression at 3 min, a peak expression at 10 min, and then decreasing expression at 30 and 60 min. This profile pattern group accounts for 37% of up-regulated gene profiles. The first and second most common principal expression profiles are found with this pattern: Arch1 (n = 336; 18%) and Arch 2 (n = 343; 19%), respectively. The Arch1 pattern shows expression that peaks at 10 or 30 min but is still up at 60 min. The Arch2 pattern is similar to Arch1 except that the genes are not up-regulated at the 60-min time point. (B) The Staggered (Stag) pattern shows genes with a burst of expression at the 3, 10, 30, or 60 min time points. The third, fourth, fifth, and tenth most common expression profiles are found with this pattern: Stag30 (n = 226; 12%), Stag10 (n = 189; 10%), Stag60 (n = 165; 9%), and Stag3 (n = 49; 3%). (C) The Pulse pattern shows up-regulation at a single time point and accounts for 11% (n = 196) of the up-regulated genes. (D) The Up-Tick pattern describes genes that show increased expression at one time point followed by down-regulation at another time point followed by up-regulation at a third time point. Up-Tick patterns comprise 3% (n = 51) of up-regulated genes and can be further subdivided by the time point of the up-tick. (E) Hump patterns comprise 16% (n = 290) and are profiles that are pulse-like, but significant up-regulation is sustained over two consecutive time points. Of the remaining fraction, 0.5% (n = 9) show profiles that are outliers in that their profiles are not adequately similar to any principal expression profile found in this analysis.

We then examined structural ciliogenesis genes to determine whether these genes may show similar patterns of expression. Of the IFT genes and associated motors, 90% of the genes fell into the Arch category and 10% of the remaining genes are in the Stag group (Table S4), suggesting that most genes involved with IFT display an Arch pattern of expression. 

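Table S4 lists 29 IFT and motor genes, of which 26 (89.7%, Wilson 95% confidence interval 73.6 to 96.4%) have an Arch pattern and 3 a Stag pattern. Among 10000 lists of 29 genes drawn from Table S3 and matched on mean expression over the 5 samples, which includes the rise itself, the median Arch share was 62.1%, and the IFT and motor genes stood at percentile 99.96. With lists matched on the predeflagellation FPKM, a setting chosen after seeing the values, the median was 48.3% and the percentile 100. In all 1850 genes the share was 36.5%. Assigning each gene to the nearest mean profile on the linear scale moved the Arch share most, to 48.3%, where that of all 1850 genes was 18.8%.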

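Of the 40 axonemal dynein genes in Table S4, 24 (60.0%, Wilson 95% confidence interval 44.6 to 73.7%) have an Arch pattern, 11 a Stag pattern, 3 a Pulse pattern, and 2 a Hump pattern. Table S4 lists these genes as proteins in purified axonemal dyneins, and actin, centrin, and NAP are among them. Lists from Table S3 matched on mean expression over the 5 samples, the induced ones included, had a median Arch share of 57.5%, and the dynein genes stood at percentile 50.2 among them. Lists matched on the predeflagellation FPKM, chosen after seeing the values, had a median of 45.0% and placed them at percentile 97.0. The nearest mean profile on the linear scale gave 32.5%, and 18.8% for all 1850 genes. At 3 min, 10 of the 40 genes were below the predeflagellation FPKM. Among the 13 genes with a span of 8946 to 32526 bp, 9 were below it, with a median ratio of 0.740. Of the 27 genes with a span of 690 to 6003 bp, 1 (actin) was below it, and the median ratio was 4.34. By 10 min the median ratios were 5.71 and 7.33. After rescaling to a median ratio of 1, the numbers below predeflagellation at 3 min were 8 and 0.

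**Figure D2:**
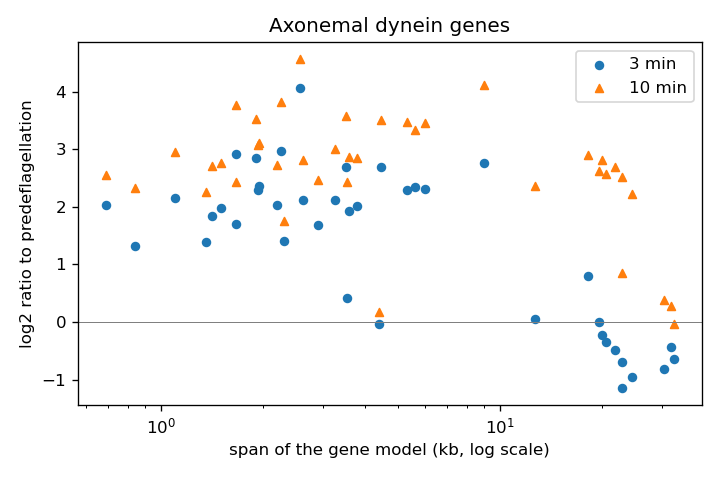
Log2 ratio to predeflagellation (vertical axis) of the 40 axonemal dynein genes of Table S4 at 3 min (circles) and 10 min (triangles) against the span of the gene model in kb (horizontal axis, log scale), where each point is 1 gene from 1 library per time point, without error bars. At 3 min, 9 of the 13 longest genes lie below 0 (8 after rescaling to a median ratio of 1). Of the 27 shorter genes 1, actin, lies below 0 (0 genes after that rescaling).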

Axonemal dyneins display more varied expression patterns but still show an increase of genes with an Arch expression pattern, with 60% of genes in Arch, 27% in Stag, 8% in Pulse, and 5% in Hump (Table S4). 

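Of the 18 radial spoke genes in Table S4, 14 (77.8%, Wilson 95% confidence interval 54.8 to 91.0%) have an Arch pattern. The lists matched on mean expression had a median Arch share of 66.7%, which places the radial spoke genes at percentile 79.9. For the 13 central pair genes, 11 (84.6%, 57.8 to 95.7%) have an Arch pattern, at percentile 95.5 of lists with a median of 61.5%. When the lists were matched on the predeflagellation FPKM alone, chosen after seeing the values, the percentiles were 99.5 and 99.7. With the nearest mean profile on the linear scale, the shares were 72.2% for the radial spoke genes and 53.8% for the central pair genes.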

Radial spoke genes and central pair genes also show an increase in Arch expression pattern over all genes identified at 78% and 84%, respectively (Table S4). 

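The Arch share was above the 36.5% of all 1850 genes in each of the 4 lists of structural genes with the labels of Table S3. With each gene assigned to the nearest mean profile, the share of all 1850 genes was 32.6% on the log2 scale and 18.8% on the linear scale, and the lowest of the 4 lists, the dynein genes, had 37.5% and 32.5%. Against lists matched on mean expression over the 5 samples, the IFT and motor genes stood at percentile 99.96, the central pair genes at 95.5, the radial spoke genes at 79.9, and the dynein genes at 50.2. Against lists matched on the predeflagellation FPKM, chosen after seeing the values, they stood at 100, 99.7, 99.5, and 97.0. The Wilson intervals of the 4 shares, from 44.6% at the lowest bound to 96.4% at the highest, reflect lists of 13 to 40 genes. The paper proposes the Arch pattern for most IFT genes, reports an increase of it for the dynein genes and, over all genes identified, for the radial spoke and central pair genes, and concludes that structural ciliogenesis genes tend toward it.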

Overall, structural ciliogenesis genes are more likely to have Arch expression patterns.

### RNAseq identifies genes involved in ciliogenesis

We chose four genes without previous associations with ciliogenesis that were up-regulated by RNAseq in Chlamydomonas and also had human homologs (Table 3) for further analysis in immortalized human retinal pigment epithelial cells (hTERT-RPE1) expressing centrin-1/GFP. 

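GLOD4 (Cre17.g704350, chromosome 17, 1150366 to 1153477) had 3.55 FPKM before deflagellation (Cufflinks interval 2.81 to 4.29), 8.10 at 3 min, 12.5 at 10 min, 15.0 at 30 min (13.6 to 16.5), and 11.6 at 60 min. NXN (g1771) had 4.22 before deflagellation and 246 at 60 min, ZMYND10 (Cre08.g358750) 4.08 and 118 at 10 min, and FAP178, the homolog of SPATA4, 12.0 and 164 at 10 min. For GLOD4, NXN, and ZMYND10 the intervals at these peaks lay apart from the predeflagellation interval. Those of FAP178 reached 0 in all 5 samples.

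**Figure D3:**
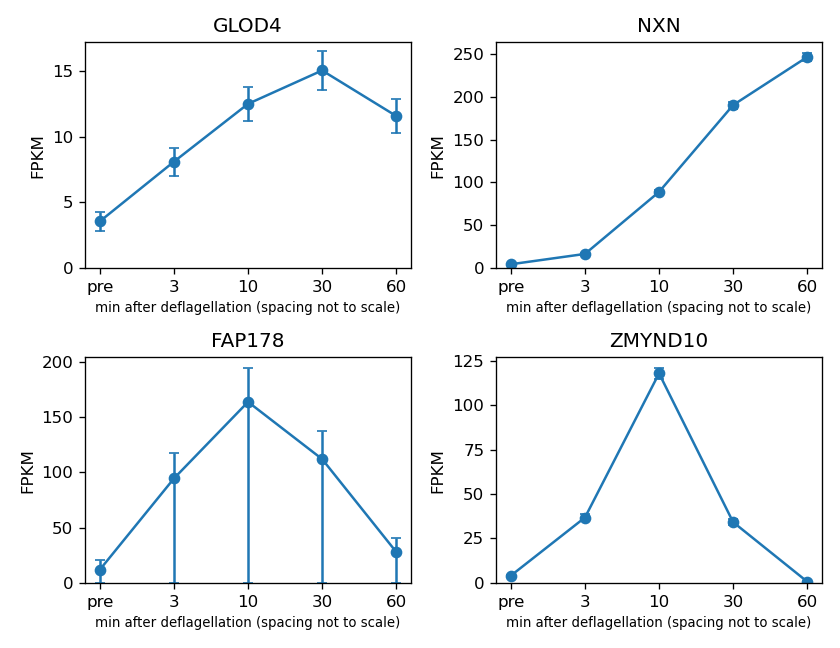
FPKM (vertical axes, from 0, each with its own range) of the 4 genes of Table 3 in the predeflagellation sample and at 3, 10, 30, and 60 min (horizontal axes, not to scale), where points are the FPKM of 1 library each and error bars are the Cufflinks intervals within that library, not replicate errors. ZMYND10 and FAP178 are highest at 10 min, GLOD4 at 30 min, and NXN at 60 min, and the bars of FAP178 reach 0.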

The RPE cells assemble a primary cilium upon serum starvation. Each gene was knocked-down by lentiviral shRNAs and selected with puromycin to enrich for cell populations that received the shRNAs (Figure 3A). Knockdown levels were accessed by qRT-PCR (Figure 3B). For the control cells, a lentiviral shRNA targeted against a scrambled construct was used. After establishing that our genes of interest showed knock down with transcript reduced to 30% or less (Figure 3B), we examined five phenotypes: the percent of cells with a cilium, cilia length, numbers of basal bodies/centrioles, distance between basal bodies/centrioles, and cell-cycle defects as determined by EdU staining.

**Table 3:** Summary of genes in this study

			FPKM Values (Transcript Level)					Fold Change			
Chlamydomonas	*H. sapiens*	Description	Pre	3 Min	10 Min	30 Min	60 Min	3 Min	10 Min	30 Min	60 Min
Cre17.g704350	GLOD4	Glyoxalase domain	3.55	8.10	12.50	15.05	11.58	2.28	3.52	4.24	3.26
g1771	NXN	Nucleoredoxin	4.22	16.29	88.76	190.26	246.42	3.86	21.03	45.07	58.38
FAP178	SPATA4	Unknown function	11.99	94.49	163.70	111.98	28.03	7.88	13.65	9.34	2.34
Cre08.g358750	ZMYND10	Zinc finger and MYND domains	4.08	36.79	117.92	34.19	0.71	9.02	28.92	8.38	0.17

**Figure 3:**
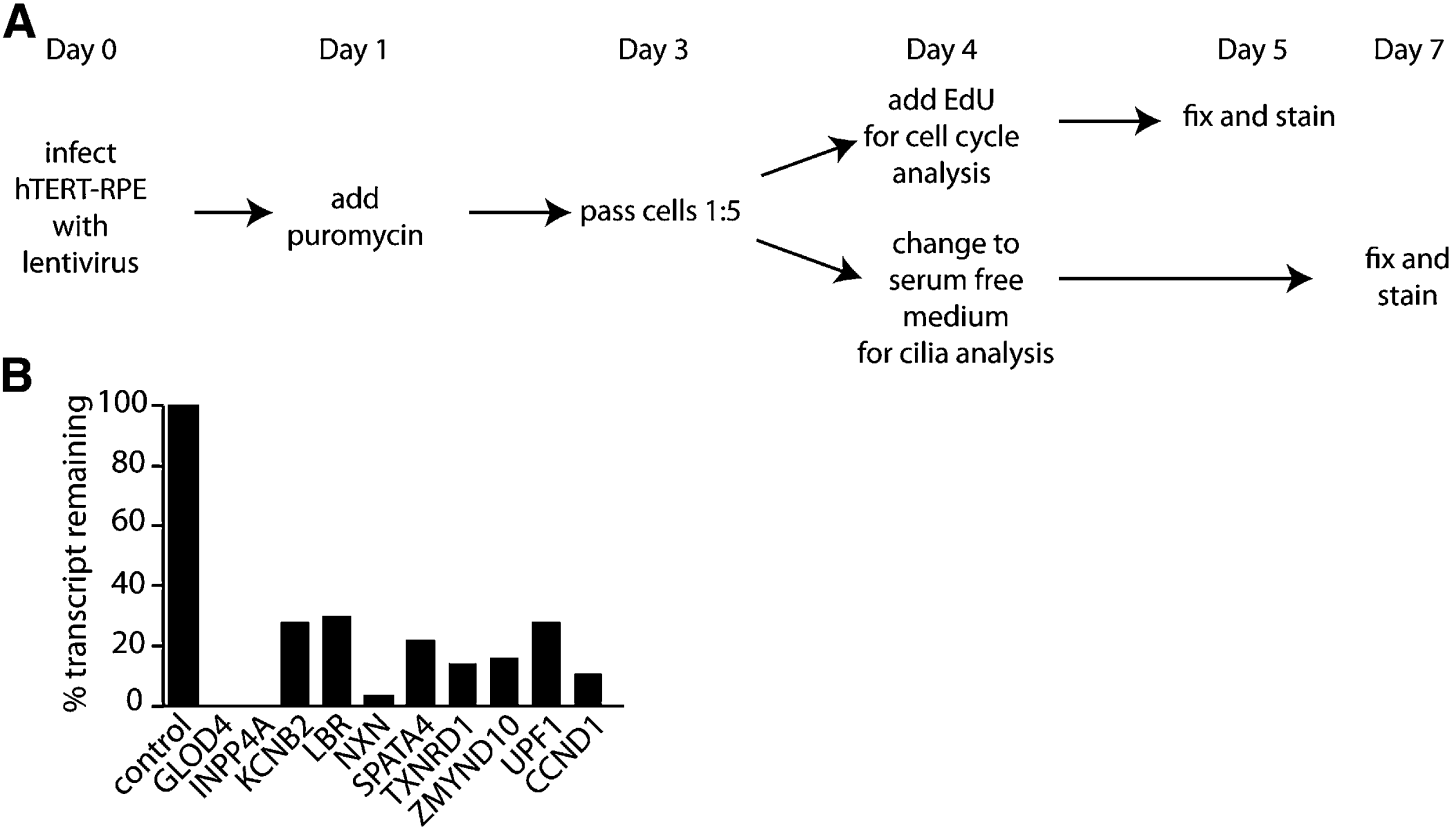
Knockdown by shRNA as a method to validate our dataset. (A) On Day 0, hTERT-RPE1 expressing centrin/GFP was infected with lentivirus containing shRNAs. The next day, puromycin was added to select for cells that incorporated the shRNAs. After selection (Day 3), cells were passed 1:5 and plated onto coverslips. On Day 4, one set of coverslips received EdU and the other set had their medium changed to serum-free to induce cilia growth. After 24 hr in EdU (Day 5), the coverslips were fixed and stained. After 3 d in serum-free medium (Day 7), the coverslips were fixed and stained for acetylated α-tubulin. (B) The amount of transcript remaining for each gene normalized to GAPDH. Although we used 4−5 shRNAs per gene, only the construct with the greatest degree of knockdown is shown here.

### Cilia require ZMYND10

ZMYND10 is a zinc finger protein with an MYND motif. The MYND domain is commonly recognized as being required for protein−protein interactions. ZMYND10 is also one of several loss of function genes associated with several types of cancers, but its role is unclear (Tischoff *et al.* 2005; Yi Lo *et al.* 2006; Lai *et al.* 2007; Riquelme *et al.* 2007; Lorente *et al.* 2009). 

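The gene model of ZMYND10 (Cre08.g358750) lies on chromosome 8 from 479368 to 486943. Its FPKM was 4.08 before deflagellation (interval 3.48 to 4.68), 36.8 at 3 min, 118 at 10 min (115 to 121), 34.2 at 30 min, and 0.708 at 60 min. The ratio at 10 min was 28.9 (bounds 24.6 to 34.7), and at 60 min it was 0.174, below the predeflagellation level. Table S3 gives it the Pulse10 pattern, although the ratios of 9.02 at 3 min and 8.38 at 30 min also passed the 2.5-fold threshold. A pseudocount of 1 gave 23.4 at 10 min, and rescaling to a median ratio of 1 gave 38.2.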

Although not previously shown to be involved in ciliogenesis, it is found only in organisms with cilia and was up-regulated almost 29-fold at the 10 min time point in our dataset. This gene was also found to be more than 4-fold up-regulated in ciliated epithelial cells (Hoh *et al.* 2012). Knockdown of ZMYND10 caused short cilia (Figure 4, A and B) without affecting the number of cells with cilia (Figure 4C). There are also increased numbers of basal bodies/centrioles when ZMYND10 levels were reduced (Figure 4D) without affecting the distance between them (Figure 4E). Cilia length and basal body/centriole number are rescued by a shRNA resistant version of ZMYND10 (Figure 4, B and D) demonstrating that these phenotypes are the result of ZMYND10 knockdown and not to the result of off-target effects. Knockdown of ZMYND10 reduces the number of cells incorporating EdU, although this phenotype is not rescued by the shRNA resistant ZMYND10, indicating this phenotype is not directly related to ZMYND10 knockdown (Figure 4F). The rescue construct of ZMYND10 contains a C-terminal YFP tagged so we could examine its localization. We find that ZMYND10 localizes to puncta in the cytoplasm when cilia are present or not (Figure 4G). These puncta might be part of the secretory system such as vesicles budding from the Golgi as has been shown for other proteins with ciliary phenotypes (Follit *et al.* 2006; Knodler *et al.* 2010; Donaldson and Jackson 2011). Alternatively, they may be part of a preassembly complex for axonemal components (Mitchison *et al.* 2012).

**Figure 4:**
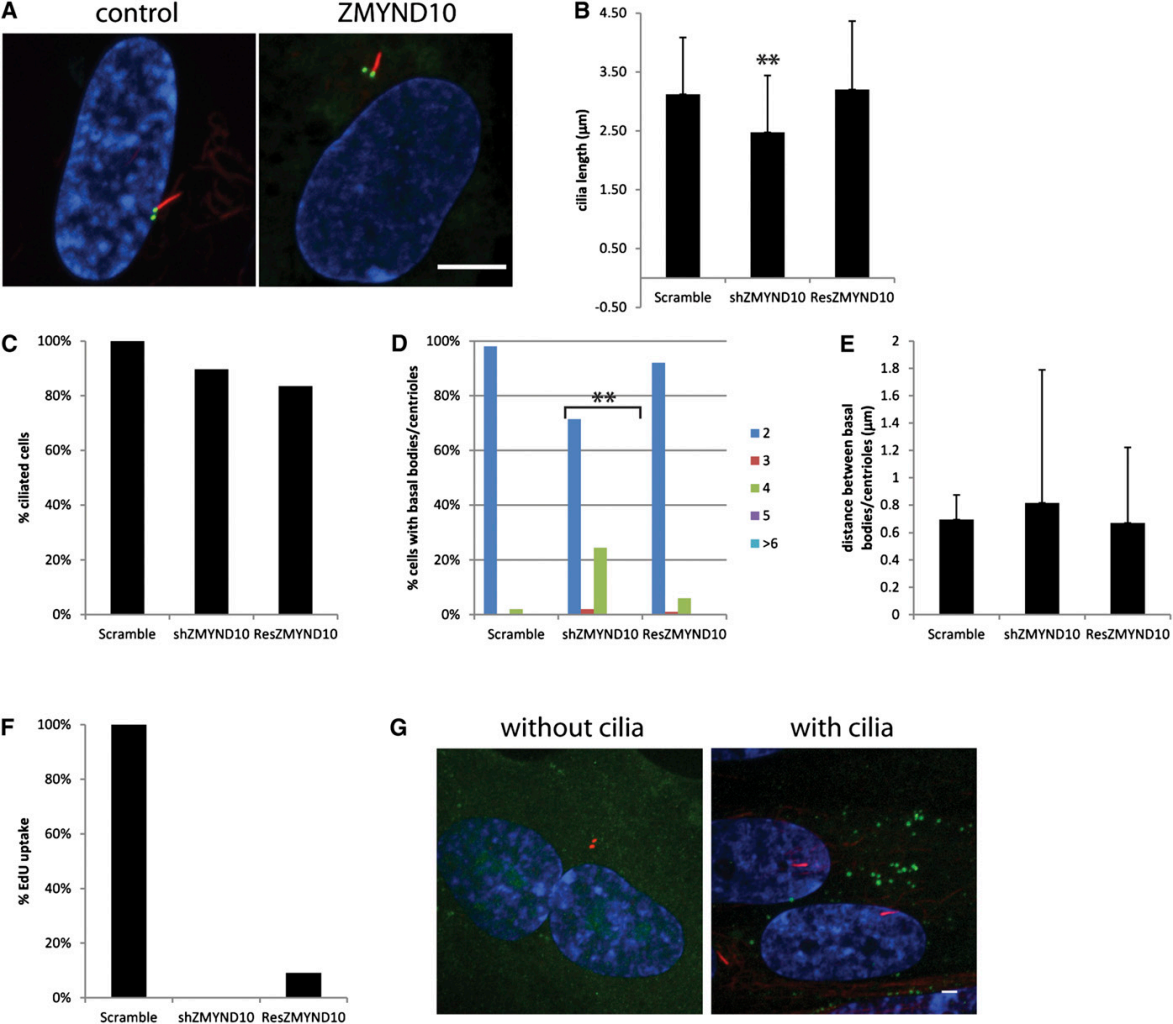
Depletion ZMYND10 causes short cilia. (A) Micrograph of control cells showing normal cilia (left) and a micrograph of a representative image from ZMYND10 knockdown. Scale bar is 10 μm. Blue, DNA; red, acetylated α-tubulin; green, centrin/GFP. (B) Graph showing cilia length after gene knockdown. Error bars represent SD from at least 100 cilia per gene knockdown. Significance was determined using a Student’s *t*-test with two tails and unequal variance. **P < 0.001. (C) Percent ciliated cells normalized to the control. (D) Percent of cells with 2, 3, 4, 5, or ≥6 basal bodies/centrioles. Bracket indicates gene knockdowns that have increased numbers of basal bodies/centrioles compared with the control. (E) Distance between the mother and daughter basal bodies/centrioles. Error bars represent SD from at least 100 cells per gene knockdown. Significance was determined using a Student’s *t*-test with two tails and unequal variance. (F) Percent of cells that up took EdU normalized to the control. (G) Examples of localization of ZMYND10 in cells with and without cilia. Green, gene-YFP; red, centrioles left panel, cilia right panel; blue, DNA.

### NXN is required for ciliogenesis

Thioredoxins are general disulfide oxidoreductases that alter protein structure by reducing disulfide bonds. Nucleoredoxin (NXN) is a thioredoxin. NXN functions in the Wnt signaling pathway to regulate protein levels of Disheveled (Funato *et al.* 2010). 

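NXN (g1771) lies on chromosome 2 from 2732866 to 2736347. Its FPKM rose from 4.22 (interval 3.60 to 4.84) before deflagellation to 16.3 at 3 min, 88.8 at 10 min, 190.3 at 30 min, and 246 (242 to 251) at 60 min, where the ratio was 58.4 (bounds 49.9 to 69.8). A pseudocount of 1 gave a ratio of 47.4. The next models on the chromosome, NRX3 and g1772, share the coordinates 2736456 to 2739124, so their FPKM cannot be told apart by position. NRX3 rose from 0.990 to 57.7 FPKM at 60 min, a ratio of 58.3 (40.5 to 96.5), and g1772 rose from near 0 to 24.0 FPKM at 30 min.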

Although the connection between cilia and Wnt signaling has been controversial (May-Simera and Kelley 2012), we find NXN to be up-regulated 58-fold in our data and examined its knockdown phenotype. Knockdown of NXN causes fewer cells to have cilia (Figure 5, A and C), and the cells that do have cilia, display short cilia (Figure 5B). Although knockdown of NXN did not alter the numbers of basal bodies/centrioles (Figure 5D), the basal bodies/centrioles were farther apart than in control cells (Figure 5E). Fewer cells with NXN knockdown take up EdU although this phenotype was not rescued by a shRNA resistant NXN construct (Figure 5F) indicating that cell cycle progression is not the result of reduced NXN levels. The ciliary phenotypes, length, percent of cells with cilia, and basal body/centriole distance are rescued by the shRNA resistant NXN construct (Figure 5, B, C, and E), indicating that these phenotypes are directly related to reduced levels of NXN. YFP-tagged NXN localize to both the cytoplasm and nucleus in RPE cells as shown previously for COS-7 (Kurooka *et al.* 1997) and NIH3T3 cells (Funato *et al.* 2006).

**Figure 5:**
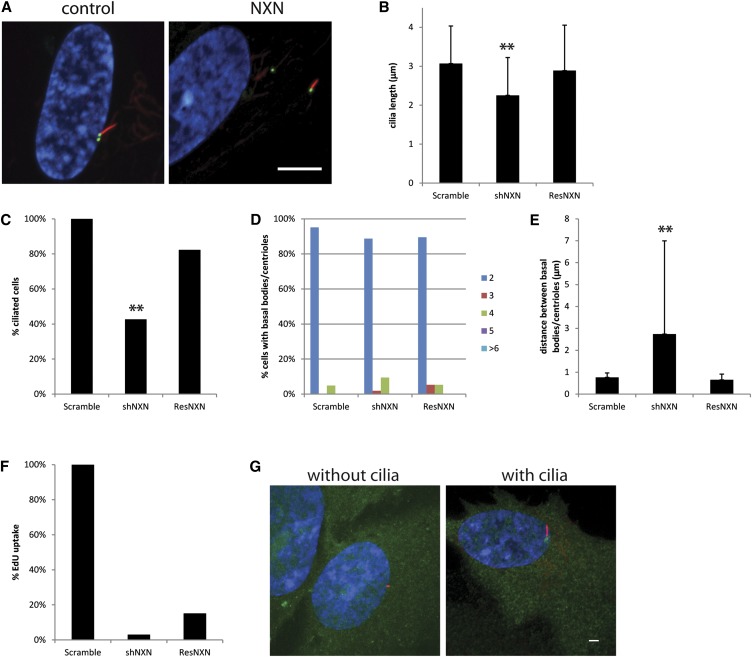
NXN knockdown causes cells to have short cilia and basal bodies/centrioles to be far apart. (A) A representative image from NXN knockdown. Scale bar is 10 μm. Blue, DNA; red, acetylated α-tubulin; green, centrin/GFP. (B) Cilia length after gene knockdown. Error bars represent SD from at least 100 cilia per gene knockdown. Significance was determined using a Student’s *t*-test with two tails and unequal variance. **P < 0.001. (C) Percent ciliated cells normalized to the control. **Fewer cilia. (D) Percent of cells with 2, 3, 4, 5, or ≥6 basal bodies/centrioles. (E) Distance between the mother and daughter basal bodies/centrioles. Error bars represent SD from at least 100 cells per gene knockdown. Significance was determined using a Student’s *t*-test with two tails and unequal variance, **P < 0.001. (F) Percent of cells that incorporated EdU normalized to the control. (G) Examples of localization of NXN in cells with and without cilia. Green, gene-YFP; red, centrioles left panel, cilia right panel; blue, DNA.

### Ciliogenesis requires GLOD4

GLOD4 is a glyoxalase protein that is part of the enzymatic detoxification system in mitochondria (Mannervik 2008). We chose to look at GLOD4 because it had no previous support for a role in cilia, although it was shown to be differentially up-regulated in a canine model of retinal degeneration (Genini *et al.* 2010), a common ciliopathy phenotype. Knockdown of GLOD4 did not alter the number of cells with cilia; however, the cilia were shorter than the control (2.7 μm ± 1.0 μm *vs.* 3.1 μm ± 1.0 μm; Figure 6, A and B). The short cilia phenotype is rescued by a shRNA resistant copy of GLOD4 showing that the short cilia phenotype is because of reduced levels of GLOD4 and not from off target effects (Figure 6B). The percent of cells with cilia, the numbers of basal bodies/centrioles and the distance between basal bodies/centrioles is not altered when GLOD4 levels are reduced (Figure 4, C−E). GLOD4 knockdown cells take up less EdU, indicating there is a cell-cycle progression defect that can be rescued by a shRNA-resistant GLOD4 (Figure 6F). GLOD4-YFP localized ubiquitously throughout the cell and did not specifically localize to the basal bodies/centrioles or cilia (Figure 6G).

**Figure 6:**
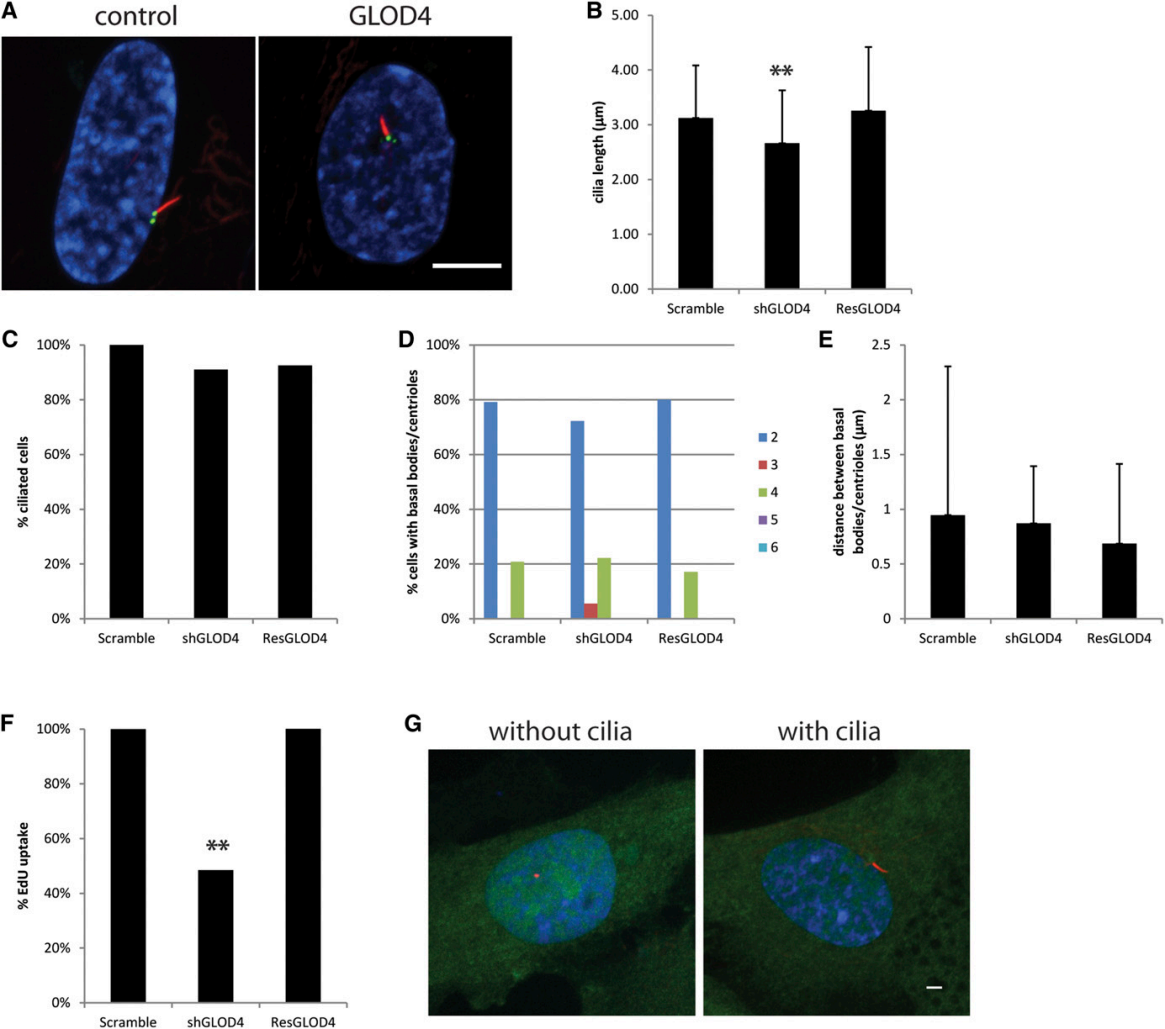
GLOD4 causes short cilia and altered cell-cycle progression. (A) A representative image from GLOD4 knockdown. Scale bar is 10 μm. Blue, DNA; red, acetylated α-tubulin; green, centrin/GFP. (B) Cilia length after gene knockdown. Error bars represent SD from at least 100 cilia per gene knockdown. Significance was determined using a Student’s *t*-test with two tails and unequal variance. **P < 0.001 (C) Percent ciliated cells normalized to the control. (D) Percent of cells with 2, 3, 4, 5, or ≥6 basal bodies/centrioles. (E) Distance between the mother and daughter basal bodies/centrioles. Error bars represent SD from at least 100 cells per gene knockdown. (F) Percent of cells that incorporated EdU normalized to the control. (G) Examples of localization of GLOD4 in cells with and without cilia. Green, gene-YFP; red, centrioles left panel, cilia right panel; blue, DNA.

### Knockdown of SPATA4 causes few cells to build a cilium

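FAP178 (Cre10.g418150) lies on chromosome 10 from 81436 to 84079. Its FPKM was 12.0 before deflagellation, 94.5 at 3 min, 164 at 10 min, 112 at 30 min, and 28.0 at 60 min, so that the ratio was 13.7 at 10 min and 2.34 at 60 min. In all 5 samples Cufflinks gave this gene a status other than OK and an interval that reached 0, with an upper bound of 20.4 FPKM before deflagellation and 194 at 10 min. Another model, g10354, overlaps it and stayed under 1 FPKM in all 5 samples.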

SPATA4 (FAP178 in Chlamydomonas) is found in the flagellar proteome (Pazour *et al.* 2005) and was up-regulated more than 13-fold by RNAseq (this study). SPATA4 is also a good candidate for having a cilia-related phenotype because of its high expression in the testes of many animals (Liu *et al.* 2004a,b; Liu *et al.* 2005a). In our assay, cells that had reduced mRNA levels of SPATA4 have no change in the length of cilia (Figure 7, A and B); however, fewer cells had a cilium (Figure 7C). Few SPATA4 knockdown cells incorporate EdU (Figure 7F), which suggests a cell-cycle arrest. Surprisingly, cells have increased numbers of basal bodies/centrioles that are at least 8 μm apart (Figure 7, D and E), whereas the control basal bodies are never more than 0.76 ± 0.08 μm apart. All of these phenotypes could be rescued by a shRNA-resistant copy of SPATA4 (Figure 7, B−F). SPATA4 localized to the cytoplasm and nucleus but did not specifically localize to either the centrioles or cilia (Figure 7G). This finding is consistent with cytoplasmic and nuclear localization of SPATA4 observed in HEK293T (Duarte *et al.* 2011). Similar to the phenotypes observed after SPATA4 knockdown, depletion of the origin of replication complex 2 leads to S-phase arrest with excess centrioles (Prasanth *et al.* 2004). To ask whether S-phase arrest always causes cilia and basal body/centriole defects, we looked at the ciliogenesis phenotypes from UPF1 knockdown, a gene known to arrest cells in early in S-phase (Azzalin and Lingner 2006). It shows very similar phenotypes to SPATA4. Few cells assemble cilia and few cells uptake EdU (Figure 7, A, B, and E). The basal bodies/centrioles are also far apart (Figure 7D); however, unlike SPATA4 knockdown, there were normal numbers of basal bodies/centrioles (Figure 7C). Thus S-phase arrest does not always lead to overduplication of basal bodies/centrioles (Azimzadeh *et al.* 2009; Loncarek *et al.* 2010; Steere *et al.* 2011). SPATA4 may have an important role in inhibiting basal body duplication.

**Figure 7:**
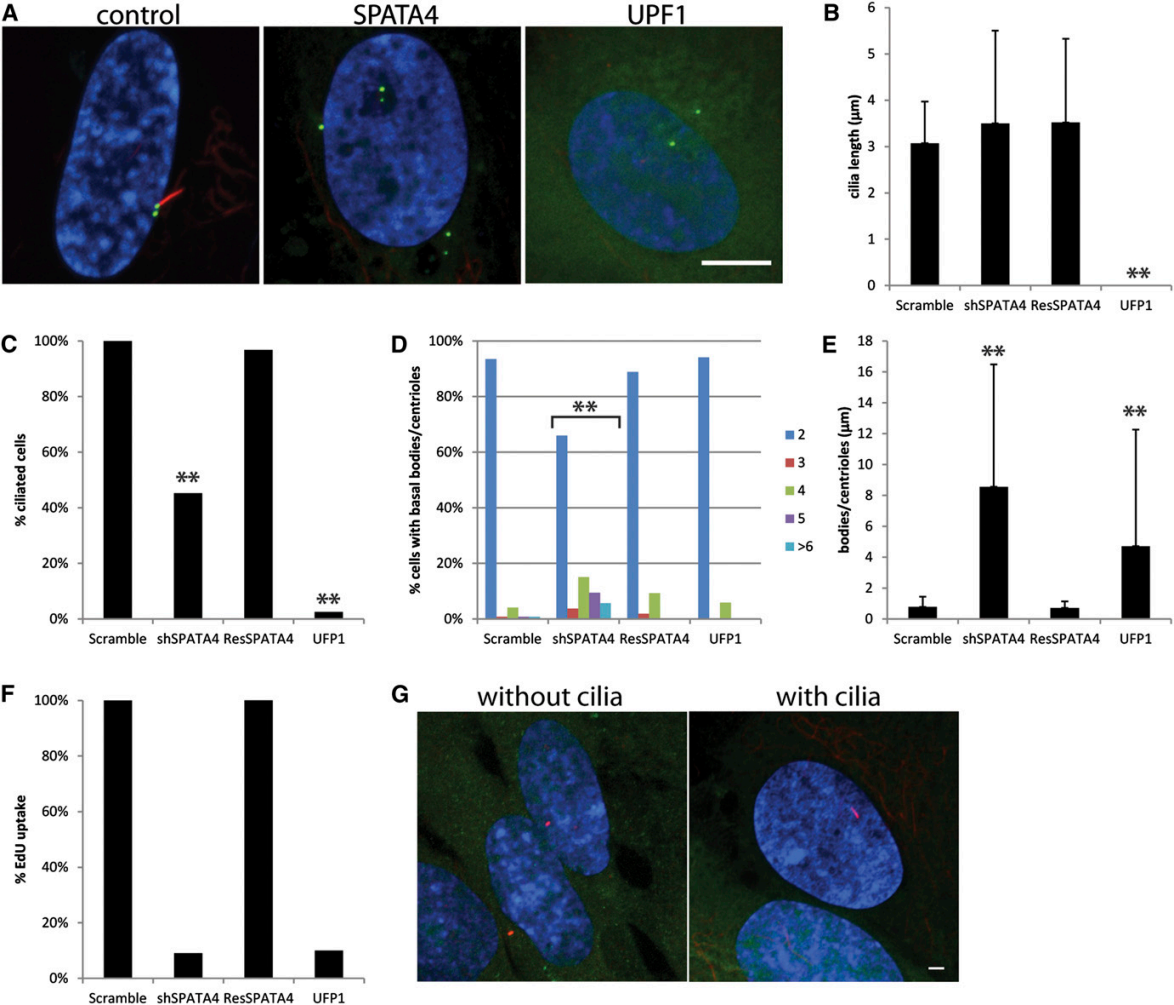
SPATA4 knockdown arrests cells in S-phase. (A) A representative image from SPATA4 and UPF1 knockdown. Scale bar is 10 mm. Blue, DNA; red, acetylated a-tubulin; green, centrin/GFP. (B) Graph showing the percent ciliated cells normalized to the control. **Because there were no cilia after UPF1 knockdown, cilia lengths could not be measured. (C) Percent ciliated cells normalized to the control. **Fewer cilia. (D) Percent of cells with 2, 3, 4, 5, or >6 basal bodies/centrioles. Bracket indicates gene knockdowns that have increased numbers of basal bodies/centrioles compared to the control. (E) Distance between the mother and daughter basal bodies/centrioles. Error bars represent SD from at least 100 cells per gene knockdown. Significance was determined using a Student's t-test with two tails and unequal variance. **P <0.001. (F) Percent of cells that incorporated EdU normalized to the control. (G) Localization of SPATA4 in cells with and without cilia. Green, SPATA4-YFP; red, centrioles left panel, cilia right panel; blue, DNA.

## Discussion

We used whole transcriptome analysis to identify 1850 genes up-regulated at least 2.5-fold during ciliogenesis in Chlamydomonas. Many genes required for ciliogenesis are up-regulated, including all 16 IFT Complex B genes, six IFT Complex A genes, three anterograde motor and associated proteins, and four retrograde motor and associated proteins (Table S4). 

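Table S4 is titled as a list of genes found up-regulated, so that its genes pass the paper's ratio by the way the list was made, and their high percentiles among expressed genes follow from it. All 29 IFT and motor genes of Table S4 passed the 2.5-fold ratio, and they did so with a ratio of 4 as well. The 16 Complex B genes had a median largest fold change of 8.91 (range 6.58 to 15.7), and the 6 Complex A genes had 8.44 (5.77 to 9.81). For the 3 anterograde motor genes the median was 6.22 (5.02 to 6.79) and for the 4 retrograde motor genes 7.17 (4.28 to 8.14). Over the 29 genes the median log2 ratio was 2.07 at 3 min, 2.90 at 10 min, 2.90 at 30 min, and 1.33 at 60 min, at percentile 100 of 10000 expression-matched lists at each time point. The number of the 29 genes past the ratio was 25 at 3 min and 15 at 60 min.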

All 41 proteins, all 18 radial spoke proteins, and 13 of 15 central pair proteins had their transcripts up-regulated (Table S4). 

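Table S4 lists 40 genes of purified axonemal dyneins, 18 radial spoke genes, and 13 central pair genes, and all of them passed the 2.5-fold ratio at 1 or more time points, as the title of the table states. The dynein genes had a median largest fold change of 8.07 (range 2.70 to 153.6), the radial spoke genes 12.0 (2.83 to 38.8), and the central pair genes 10.5 (2.83 to 15.1). The dynein list holds proteins in purified dyneins, actin and NAP among them, and its lowest value, 2.70, belongs to actin. At 10 min the median log2 ratios were 2.74, 3.41, and 3.32, each at percentile 100 of expression-matched lists of expressed genes, which were not chosen for up-regulation. The largest value, 153.6 (bounds 127 to 194), belongs to g3654 (NAP, chromosome 3, 4556346 to 4559889), which rose from 3.72 FPKM to 571 at 60 min. Some genes are in more than 1 of these lists. A threshold of 4 left 38 dynein, 17 radial spoke, and 12 central pair genes, and counting shared genes once left 39, 17, and 12.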

Additional genes that have been implicated in cilia assembly and function are found in our RNAseq data. These include MORN1 (FAP266) that has been implicated in basal body assembly in Toxoplasma (Lorestani *et al.* 2010), PIH1D1, which is part of the prefoldin complex and interacting proteins Reptin and Pontin have been implicated in cystic kidney disease in zebrafish (Sun *et al.* 2004) and in Chlamydomonas. 

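Table S3 pairs MORN1 with Cre16.g688650, named MOT43, and pairs the gene named FAP266, Cre16.g690450, with another human homolog, so both are given. Cre16.g688650 (chromosome 16, 3673748 to 3677655) reached a ratio of 8.51 (bounds 7.27 to 10.1) at 10 min. FAP266 (chromosome 16, 3903700 to 3909799) reached 11.4 (10.1 to 12.9) at 10 min. PIH1D1 (Cre10.g467050) reached 5.79 (4.54 to 7.61) at 10 min. The homolog of Reptin, RUVBL2 (Cre10.g442700), reached 12.3 (11.0 to 13.8) at 10 min, and that of Pontin, RUVBL1 (Cre09.g414050), 7.70 (6.98 to 8.53) at 30 min.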

Tubby is linked to adult onset obesity (Coleman and Eicher 1990) and retinal degeneration (Ohlemiller *et al.* 1995) in mice and the Tubby like proteins (TULP1-4) are also implicated or directly involved in cilia related processes (Mukhopadhyay and Jackson 2011). 

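The Tubby-like gene TLP2 (Cre16.g667450, chromosome 16, 4480634 to 4484032) rose from 40.7 to 561 FPKM at 3 min, a ratio of 13.8 (bounds 13.0 to 14.7), and was at 0.591 by 60 min. Cre03.g155450, which Table S3 also pairs with TULP3, had a ratio of 3.94 at both 3 and 10 min. TLP1 (Cre12.g520650) reached 3.17 (2.88 to 3.51) at 30 min.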

We find evidence of up-regulation for Chlamydomonas genes with human homologs that were previously predicted to be involved in cilia by comparative genomics studies, but for which there existed neither qRT-PCR nor proteomic evidence. Our data identify human genes with Chlamydomonas homologs that are up-regulated during ciliogenesis. This set includes six genes that have existing evidence of their involvement in cilia or ciliogenesis (KAT, KIF21A, TXNDC3, DYNLT1, TUBB, ACT). 

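The text does not say which gene KAT is, and it was read here as katanin. KAT1 (Cre10.g427600) is not in Table S3 and its largest ratio was 0.858, at 3 min. Cre10.g446400, paired there with KATNAL2, reached 3.58 (bounds 2.94 to 4.41) at 60 min. KIF21A (Cre10.g447500) reached 4.86 (3.41 to 7.37) at 10 min from a predeflagellation FPKM of 1.00. DLC5, paired with the gene also called TXNDC3, reached 7.04 (6.13 to 8.17) at 30 min. The genes paired with DYNLT1 are TCTEX1, with a ratio of 7.34, and Cre10.g428850, with 10.2, both at 30 min. The beta-tubulin genes TUB1 and TUB2 reached 7.52 and 11.8 at 30 min, and whether they share reads was not analysed here. Actin (Cre13.g603700) reached 2.70 (2.53 to 2.88) at 60 min.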

There are other genes with existing nonciliopathy disease genes or mutant phenotypes to which our data assign novel cilia annotations, thereby suggesting some cilia involvement in new diseases or mutant phenotypes, including COACH syndrome, Noonan syndrome, cleft lip and palate gene, polycystic ovary syndrome, and perinatal lethality in mice. The largest category in the remainder of the set contains solute carriers/transporters, followed by Golgi/membrane trafficking proteins, chaperonins, and kinases and phosphatases. The remainder of the protein annotation groups includes proteins that are involved in or that are associated with mitochondria, lipid and inositol metabolism, cell cycle, ubiquitin, proteins that act on disulfide bonds, and DNA repair. These results suggest new areas in which there may be cilia involvement and indicate the potential of using Chlamydomonas as a model organism for the study of these diseases and phenotypes.

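LBR (Cre02.g076800, chromosome 2, 486468 to 490589) had 8.12 FPKM before deflagellation (interval 7.01 to 9.23), 17.1 at 3 min, 27.8 at 10 min, 35.8 at 30 min (33.5 to 38.0), and 20.9 at 60 min. Its largest ratio was 4.40 (bounds 3.63 to 5.42) at 30 min, and it stayed between 4.03 with a pseudocount of 1 and 4.87 after rescaling to a median ratio of 1.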

We observed the LBR gene to be up-regulated in our dataset. In Chlamydomonas, the LBR homolog is involved in sterol biosynthesis. Sterols play crucial roles in membranes where they regulate membrane permeability and fluidity by interactions with other lipids and proteins. Sterols are frequently enriched in detergent-resistant membranes, which organize molecules involved in specialized signaling processes that include Agg2 and Agg3 in Chlamydomonas. Chlamydomonas synthesizes ergosterol rather than cholesterol as in animal cells. We looked at other genes in the ergosterol pathway to ask if they are up-regulated after deflagellation. This pathway uses the mevalonate-independent 2-C-methyl-D-erythritol 4-phosphate pathway to synthesize delta-3-isopentenyl-pyrophosphate as the start of the isoprenoid pathway. Chlamydomonas has homologs of 11 of the 12 genes involved in ergosterol biosynthesis in yeast. It may have additional genes that are needed for a sterol C24- methylation-C25-reduction (Δ(25(27))-olefin) step not observed in yeast (Miller *et al.* 2012). None of the genes in the mevalonate-independent 2-C-methyl-D-erythritol 4-phosphate pathway are up-regulated, whereas 9 of the 11 genes in the IPP pathway are up-regulated more than 2-fold (Table S5). These results implicate sterols as being important for ciliogenesis.

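None of the 7 genes of the mevalonate-independent pathway in Table S5 reached a ratio of 2.5 at any time point, and their largest ratios ran from 0.862 to 1.64. Of the 11 genes of the sterol pathway, 8 had a largest ratio above 2 and 6 reached 2.5. Lanosterol 14-alpha demethylase (Cre02.g092350, chromosome 2, 2518335 to 2523186) rose most, with a ratio of 16.0 (bounds 14.8 to 17.3) at 30 min. C5 sterol desaturase (Cre16.g663950) reached 7.91 at 10 min, delta 24 sterol C methyltransferase (Cre12.g500500) 7.15 at 30 min, and C-22 sterol desaturase (g11457) 6.30 at 30 min. Cre12.g500500 is not in Table S3, and the model g12566 shares its coordinates. The 3 genes that stayed below 2 were Cre02.g103500 at 1.97, BSD1 at 1.55, and Cre03.g175250 at 1.39. After rescaling to a median ratio of 1, 9 of the 11 genes were above 2 and 0 of the 7 genes of the other pathway reached 2.5.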

We analyzed the function of four human homologs and found knockdown of all four genes cause ciliogenesis defects in human retinal pigmented epithelial cells, which indicates that up-regulation during ciliogenesis in Chlamydomonas is an excellent way to identify genes that are conserved in ciliogenesis. To our surprise, knockdown of two genes in RPE cells also had profound effects on the cell cycle.

We expected to find genes that produced cells with few cilia or short cilia. This is a common phenotype seen with other genes with ciliary functions including the IFTs, kinesins and dyneins. As we expected, knockdown of ZMYND10, NXN, and GLOD4 affected cilia formation and showed short cilia. Previous work suggests a wide range of functions for these genes. The expression of ZMYND10 is down-regulated in cancers and may be a tumor suppressor (Liu *et al.* 2003; Shao *et al.* 2010). Its expression pattern in ciliated tissues suggested it may be involved in ciliogenesis (McClintock *et al.* 2008), but our data are the first to demonstrate that it has a role in ciliogenesis and affects cilia length and cell-cycle progression. NXN is a nucleoredoxin that inhibits Wnt/β-catenin signaling (Funato *et al.* 2006) and inhibits planar cell polarity (Funato *et al.* 2008). Disruption of Wnt signaling may affect cilia so it is possible that ciliary phenotypes seen in NXN knockdown cells are the result of a defect in this pathway. Unlike other Wnt pathway mutants however, NXN also leads to disengagement of the basal bodies/centrioles and may play a novel role or multiple roles in ciliogenesis. GLOD4 contains a glyoxalase domain and thus may function as an enzyme. It was previously shown to be downregulated in a canine model of retinitis pigmentosa (Genini *et al.* 2010), but we are the first to show a ciliary and cell cycle phenotype after knockdown.

SPATA4 is up-regulated during spermatogenesis in several organisms (Liu *et al.* 2004a; Liu *et al.* 2005a; Liu *et al.* 2005b; Xie *et al.* 2007) although its role in spermatogenesis is not clear. From our data, SPATA4 knockdown had no effect on cilia length, but fewer cells were able to build a cilium. Knockdown of SPATA4 also leads to an arrest of cells in S-phase. Basal bodies must be released from cilia to become centrioles and initiate duplication in S phase. By examining cells that cannot progress through S-phase, we highlight the lack of cilia in S phase cells. It may be that SPATA4 is required for cell cycle progression during spermatogenesis.

All of our ciliary phenotypes were rescued by shRNA-resistant copies of our genes. The rescue constructs also had C-terminal YFP tags to allow for localization of the proteins. It is surprising that none of our genes localized to the basal bodies or cilia. ZMYND10 had the most distinctive localization of cytoplasmic puncta, which may suggest its involvement in ciliary protein trafficking like has been shown for other proteins (Follit *et al.* 2006; Knodler *et al.* 2010; Donaldson and Jackson 2011). NXN, GLOD4, and SPATA4 did not localize to any distinctive cellular structure. This lack of localization has been shown previously for NXN (Kurooka *et al.* 1997; Funato *et al.* 2006) and SPATA4 (Duarte *et al.* 2011). The shRNA resistant copies of these genes are functional because they rescue the ciliary phenotypes and these genes are clearly involved in ciliogenesis because upon knockdown the cells have fewer cilia and/or short cilia. It is possible that these proteins are found in cilia or basal bodies at a specific part of the cell cycle. It is also possible that they may be cytoplasmic assembly components like DNAAF3 (Mitchison *et al.* 2012). In a recent paper looking at proteomics in primary cilia (Ishikawa *et al.* 2012), the authors generated GFP and FLAG tagged constructs of 18 of identified hits and found only 8 that localize to primary cilia. The authors interpreted this such that 10 were not *bona fide* ciliary components, but our data suggest that more genes than previously thought that are involved in ciliogenesis, but do not localize to the cilium.

It has been known for three decades that cilia are generally found on cells that have exited the cell cycle but only more recently has it been appreciated that genes involved in ciliogenesis also have roles in cell-cycle progression. Our data add to the list of known genes involved in ciliogenesis and cell-cycle progression. It is not clear what signals control cilia absorption and reentry of the cell cycle. Cilium absorption requires HEF1, AuroraA, and HDAC6, although these genes appear to function independent of cell-cycle progression (Pugacheva *et al.* 2007). The interaction between HEF1 and AuroraA activates HDAC6 to deacetylate the acetylated microtubules in the cilium, which causes them to become unstable and allows resorption to occur (Pugacheva *et al.* 2007). NDE1 and TCTEX-1 are also required for the transition from G_0_ to mitosis and their depletion causes cell cycle arrest (Kim *et al.* 2011; Li *et al.* 2011). Depletion of NDE1 arrests cells leading to longer cilia (Kim *et al.* 2011). Furthermore, it was found that cells express low levels of NDE1 in G_0_ where it localizes to the mother centriole, but greater levels in mitosis. Overexpression of NDE1 results in shorter cilia, which suggests that NDE1 regulates ciliary length (Kim *et al.* 2011). Like, NDE1, TCTEX-1, a dynein light chain, is also needed for cell cycle re-entry in a cilia-dependent manner (Li *et al.* 2011) although there is some discrepancy as to whether it also regulates ciliary length (Li *et al.* 2011; Palmer *et al.* 2011).

Another gene involved in ciliary absorption is the gene *PIFO* that is expressed in the mouse embryonic node (Kinzel *et al.* 2010). Two human patients haploinsufficient for *PIFO* show cilia defects, centrosome overduplication, and mitotic defects stemming from uncoupling of cilia resorption and cell cycle progression. The basal body fails to detach from the cilium although centrosome duplication still occurs causing severe mitotic defects including both mitotic spindles and cilia in the same cells (Kinzel *et al.* 2010). Interestingly, *PIFO* appears to only be conserved in vertebrates, thus it may not be part of a conserved mechanism for cilia resorption. Our results show SPATA4 has similar phenotypes to *PIFO* mutant cells including centrosome over-duplication and cell-cycle arrest. Because we only examined knockdown phenotypes of genes that were conserved between Chlamydomonas and humans, GLOD4 and SPATA4 may be part of a conserved mechanism of cilia resorption and warrant further study.

Whole-genome transcriptome analysis gives us insight into entire pathways required for ciliogenesis. The cilia assembly pathway is tightly linked to the cell cycle in mammalian cells as only cells in G_0_/G_1_ have cilia. Most of the genes we tested have both cilia and cell cycle effects that support the idea that these two cellular processes are intimately involved. Further analysis of additional genes will help to provide more mechanistic understanding the coordination of these pathways.

## Supplementary Material

Supporting Information

# Supplementary material for: Identification of Cilia Genes That Affect Cell-Cycle Progression Using Whole-Genome Transcriptome Analysis in Chlamydomonas reinhardtti
**Source:** G3 (Bethesda). 2013 Jun 1;3(6):979–91. doi: 10.1534/g3.113.006338
**Supplement:** Supporting Information

Identification of Cilia Genes That Affect Cell-Cycle Progression Using Whole-Genome Transcriptome Analysis in Chlamydomonas reinhardtti — Supporting Information 

# Identification of Cilia Genes That Affect Cell-Cycle Progression Using Whole-Genome Transcriptome Analysis in *Chlamydomonas reinhardtti*

## Supporting Information for Albee *et al.*, 2013

**Files in this Data Supplement:**

- Supporting Information - Tables S1-S5 (PDF, 157 KB)
- Table S1 - shRNA sequences used for gene knockdown experiments (PDF, 74 KB)
- Table S2 - Primers used for qRT-PCR (PDF, 81 KB)
- Table S5 - List of genes involved in ergosterol biosynthesis (PDF, 68 KB)
- Table S3 - List of all genes upregulated at least 2.5 fold during ciliogenesis in *Chlamydomonas* (.xlsx, 366 KB)
- Table S4 - List of IFT genes, purified axonemal genes, central pair genes, and radial spoke genes that are found upregulated during ciliogenesis (.xlsx, 25 KB)

# Supplementary material for: Identification of Cilia Genes That Affect Cell-Cycle Progression Using Whole-Genome Transcriptome Analysis in Chlamydomonas reinhardtti
**Source:** G3 (Bethesda). 2013 Jun 1;3(6):979–91. doi: 10.1534/g3.113.006338
**Supplement:** Supporting Information

**Identification of cilia genes that affect cell cycle progression using whole genome transcriptome analysis in *Chlamydomonas reinhardtii***

Alison J. Albee\*, Alan L. Kwan<sup>§1</sup>, Huawei Lin\*, David Granas §, Gary D. Stormo §, and Susan K. Dutcher\*

<sup>1</sup> current address: Molecular and Cellular Technologies, Platform Technology and Science  
GlaxoSmithKline Research and Development, Collegeville, PA USA

**DOI: 10.1534/g3.113.006338**

**Table S1 shRNA sequences used for gene knockdown experiments**

|   | Gene    | Abbreviation | shRNA Sequence        |
|---|---------|--------------|-----------------------|
| * | control |              | ACTACACCATCGTGGAACAGT |
|   | GLOD4   | GL-16        | CGACAGAACATCATGTGAGAT |
|   | GLOD4   | GL-90        | GAGTGGTTTGCCAAACACAAT |
|   | GLOD4   | GL-82        | GATGAAGCATTCGAGAACTT  |
| * | GLOD4   | GL-30        | GCAATGACTTTATGGGAATCA |
|   | NXN     | NX-73        | CCTGGTGGAATCCTACCGGAA |
|   | NXN     | NX-68        | GCGTCTATTCTCCGCACATT  |
|   | NXN     | NX-48        | CCAACATTCCATCACTAATAT |
|   | NXN     | NX-13        | GAATGACTTCCTAGCAGAGAA |
| * | NXN     | NX-45        | GCTCAAACTTTGAACAAATA  |
|   | SPATA4  | SP-10        | CACCATCTCTAGCCATAATAA |
|   | SPATA4  | SP-72        | CAATGAACTTAAAGCGGAGTT |
|   | SPATA4  | SP-79        | CCAGAATGGTTTGATGTGAAA |
| * | SPATA4  | SP-96        | CAAGCTGGACAACATTCTTAT |
|   | UPF1    | UP-36        | GCATCTTATTCTGGGTAATAA |
|   | UPF1    | UP-53        | GCTGAGTTGAACTTCGAGGAA |
|   | UPF1    | UP-24        | CCAACCCGATAAACCGATGTT |
|   | UPF1    | UP-28        | GCAAGGTATGGCGTCATCATT |
| * | UPF1    | UP-11        | GCCTACCAGTACCAGAACATA |
|   | ZMYND10 | ZY-76        | GAAGCTGAACATGCAAGCCAT |
|   | ZMYND10 | ZY-54        | GATGCCAGAATGAGTGGTATT |
|   | ZMYND10 | ZY-26        | GTCTTGGAATTGGTAGACTAT |
| * | ZMYND10 | ZY-13        | CCGTATGCTTAGCACACACAA |

**Table S2 Primers used for qRT-PCR**

| <b>Gene</b>           | <b>Forward Primer 5'→3'</b> | <b>Reverse Primer 5'→3'</b> |
|-----------------------|-----------------------------|-----------------------------|
| ABCA                  | CTCTGTACGCCACCAGACG         | GGTTCAGCAGGAGCTTGTC         |
| ACTA                  | GCACAGAGCCTCGCCTTTGCC       | CATGCCACCATCACGCCCTGG       |
| FAP178                | CGAGACAGGCTACAACGACA        | TTGAGAAGATTTCCGCCACT        |
| GAPDH                 | CCTGTTGACAGTCAGCCGCAT       | CAGGCGCCCAATACGACCAA        |
| GLOD4                 | GGCGCGTTTCTATCGGGACGT       | GCGTTGCTGACAGCCTGGCTA       |
| GLOD4 Chlamydomonas   | CACATCCATGCCGTAAC TTG       | CAAGCTGGTACGACTTGACG        |
| KCN1                  | CAGATAGCGGACAACATCCA        | GTCCGACTCAGTCATCAGCA        |
| KLP1                  | AGCGTATCGGTGAATGTTCC        | GCCGTACGCGAAGATAGTTC        |
| MOT8                  | CCGAATACCTCAGGCTGTTG        | GTCTTCATGCTGCTGGCTAC        |
| NXN                   | CGGTAAGTGTGCCCTTCACCG       | GTTTGAGCGTTGCTGGGTTCGG      |
| NXN Chlamydomonas     | AGCCCAAGGTCTTCCAGATT        | AAACACCACCTCCCAGTCAG        |
| ODA6                  | GCCAAGTTCAACCTCAAGGA        | TGTTCTCCACGCACTATTTC        |
| RSP3                  | GCATCGACGAAGAAGAGGAC        | AGGTCACCGTTCTCGATCTG        |
| SPATA4                | GGCACAGTTGGAGAAGTTCCTGGC    | CCTGGAAACCAGGGGTAAACGCA     |
| TUA1                  | CCTTCTCCTTCCCCTGATTT        | GAAGGTGTTGAAGGCATCGT        |
| UPF1                  | CCCGGGAGGCCATCATCCCA        | AGCAGGCCCGTTGGCTTGTC        |
| ZMYND10               | CTTGGAAGTGGTAGACTATTGC      | ATCTCAAATTCCATCAGCTCT       |
| ZMYND10 Chlamydomonas | GTCGCTGTCAGAGGACTTCG        | AGCTTGGTCATAGCGAGCAT        |

Tables S3-S4 are available for download at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.113.006338/-/DC1>.

**Table S3** List of all genes upregulated at least 2.5 fold during ciliogenesis in *Chlamydomonas*

**Table S4** List of IFT genes, purified axonemal genes, central pair genes, and radial spoke genes that are found upregulated during ciliogenesis

**Table S5** List of genes involved in ergosterol biosynthesis

| Enzyme Name                                                                     | Fungal gene    | Chlamydomonas gene name | Maximal change during regeneration |
|---------------------------------------------------------------------------------|----------------|-------------------------|------------------------------------|
| <b>Mevalonate independent 2-C-methyl-D-erythritol 4-phosphate (MEP) pathway</b> |                |                         |                                    |
| DXS                                                                             |                | g356350                 | +1.1x                              |
| IspC/IspE/DXR                                                                   |                | g546050                 | +1.6x                              |
| IspD                                                                            |                | g16770                  | -2.0x                              |
| IspF                                                                            |                | g503550                 | -1.3x                              |
| IspG/HDS1                                                                       |                | g490350                 | -1.35                              |
| IspH                                                                            |                | g372950                 | -1.1x                              |
| IDI/IDH1                                                                        |                | g11474                  | +2.0x                              |
| <b>Isoprenoid biosynthesis pathway from delta-3-isopentenyl-pyrophosphate</b>   |                |                         |                                    |
| Farnesyl pyrophosphate synthetase                                               | <i>ERG20</i>   | g207700                 | +2.4x                              |
| Farnesyl diphosphate franesyl transferase                                       | <i>ERG9</i>    | g175250                 | +1.4x                              |
| Squalene mono-oxygenase                                                         | <i>ERG1</i>    | g17770                  | +2.3x                              |
| Lanosterol synthase                                                             | <i>ERG7</i>    | g011100                 | +3.5x                              |
| Lanosterol 14-alpha demethylase                                                 | <i>ERG11</i>   | g092350                 | +16.3x                             |
| C-14 sterol reductase                                                           | <i>ERG24/4</i> | g076800                 | +4.4x                              |
| C-4 methyl sterol oxidase sterol desaturase                                     | <i>ERG25</i>   | g103500                 | +2.1x                              |
| C3-sterol dehydrogenase                                                         | <i>ERG26</i>   | g518650                 | +1.5x                              |
| Delta 24 sterol C methyltransferase                                             | <i>ERG6</i>    | g500500                 | +7.2x                              |
| C5 sterol desaturase                                                            | <i>ERG3</i>    | g663950                 | +7.9x                              |
| C-22 sterol desaturase                                                          | <i>ERG5</i>    | g11457                  | +6.5x                              |

# Supplementary material for: Identification of Cilia Genes That Affect Cell-Cycle Progression Using Whole-Genome Transcriptome Analysis in Chlamydomonas reinhardtti
**Source:** G3 (Bethesda). 2013 Jun 1;3(6):979–91. doi: 10.1534/g3.113.006338
**Supplement:** Supporting Information

**Table S1 shRNA sequences used for gene knockdown experiments**

|   | Gene    | Abbreviation | shRNA Sequence        |
|---|---------|--------------|-----------------------|
| * | control |              | ACTACACCATCGTGGAACAGT |
|   | GLOD4   | GL-16        | CGACAGAACATCATGTGAGAT |
|   | GLOD4   | GL-90        | GAGTGGTTTGCCAAACACAAT |
|   | GLOD4   | GL-82        | GATGAAGCATTCGAGAACTT  |
| * | GLOD4   | GL-30        | GCAATGACTTTATGGGAATCA |
|   | NXN     | NX-73        | CCTGGTGGAATCCTACCGGAA |
|   | NXN     | NX-68        | GCGTCTATTCTCCGCACATT  |
|   | NXN     | NX-48        | CCAACATTCCATCACTAATAT |
|   | NXN     | NX-13        | GAATGACTTCCTAGCAGAGAA |
| * | NXN     | NX-45        | GCTCAAACTTTGAACAAATA  |
|   | SPATA4  | SP-10        | CACCATCTCTAGCCATAATAA |
|   | SPATA4  | SP-72        | CAATGAACTTAAAGCGGAGTT |
|   | SPATA4  | SP-79        | CCAGAATGGTTTGATGTGAAA |
| * | SPATA4  | SP-96        | CAAGCTGGACAACATTCTTAT |
|   | UPF1    | UP-36        | GCATCTTATTCTGGGTAATAA |
|   | UPF1    | UP-53        | GCTGAGTTGAACTTCGAGGAA |
|   | UPF1    | UP-24        | CCAACCCGATAAACCGATGTT |
|   | UPF1    | UP-28        | GCAAGGTATGGCGTCATCATT |
| * | UPF1    | UP-11        | GCCTACCAGTACCAGAACATA |
|   | ZMYND10 | ZY-76        | GAAGCTGAACATGCAAGCCAT |
|   | ZMYND10 | ZY-54        | GATGCCAGAATGAGTGGTATT |
|   | ZMYND10 | ZY-26        | GTCTTGGAATTGGTAGACTAT |
| * | ZMYND10 | ZY-13        | CCGTATGCTTAGCACACACAA |

# Supplementary material for: Identification of Cilia Genes That Affect Cell-Cycle Progression Using Whole-Genome Transcriptome Analysis in Chlamydomonas reinhardtti
**Source:** G3 (Bethesda). 2013 Jun 1;3(6):979–91. doi: 10.1534/g3.113.006338
**Supplement:** Supporting Information

**Table S2 Primers used for qRT-PCR**

| <b>Gene</b>           | <b>Forward Primer 5'→3'</b> | <b>Reverse Primer 5'→3'</b> |
|-----------------------|-----------------------------|-----------------------------|
| ABCA                  | CTCTGTACGCCACCAGACG         | GGTTCAGCAGGAGCTTGTC         |
| ACTA                  | GCACAGAGCCTCGCCTTTGCC       | CATGCCCACCATCACGCCCTGG      |
| FAP178                | CGAGACAGGCTACAACGACA        | TTGAGAAGATTTCCGCCACT        |
| GAPDH                 | CCTGTTGACAGTCAGCCGCAT       | CAGGCGCCCAATACGACCAA        |
| GLOD4                 | GGCGCGTTTCTATCGGGACGT       | GCGTTGCTGACAGCCTGGCTA       |
| GLOD4 Chlamydomonas   | CACATCCATGCCGTAAC TTG       | CAAGCTGGTACGACTTGACG        |
| KCN1                  | CAGATAGCGGACAACATCCA        | GTCCGACTCAGTCATCAGCA        |
| KLP1                  | AGCGTATCGGTGAATGTTCC        | GCCGTACGCGAAGATAGTTC        |
| MOT8                  | CCGAATACCTCAGGCTGTTG        | GTCTTCATGCTGCTGGCTAC        |
| NXN                   | CGGTAAGTGTGCCCTTCACCG       | GTTTGAGCGTTGCTGGGTTCGG      |
| NXN Chlamydomonas     | AGCCCAAGGTCTTCCAGATT        | AAACACCACCTCCCAGTCAG        |
| ODA6                  | GCCAAGTTCAACCTCAAGGA        | TGTTCTCCACGCACTATTTC        |
| RSP3                  | GCATCGACGAAGAAGAGGAC        | AGGTCACCGTTCTCGATCTG        |
| SPATA4                | GGCACAGTTGGAGAAGTTCCTGGC    | CCTGGAACCAAGGGTAAACGCA      |
| TUA1                  | CCTTCTCCTTCCCCTGATTT        | GAAGGTGTTGAAGGCATCGT        |
| UPF1                  | CCCGGGAGGCCATCATCCCA        | AGCAGGCCCGTTGGCTTGTC        |
| ZMYND10               | CTTGGAAGTGGTAGACTATTGC      | ATCTCAAATTCCATCAGCTCT       |
| ZMYND10 Chlamydomonas | GTCGCTGTCAGAGGACTTCG        | AGCTTGGTCATAGCGAGCAT        |

# Supplementary material for: Identification of Cilia Genes That Affect Cell-Cycle Progression Using Whole-Genome Transcriptome Analysis in Chlamydomonas reinhardtti
**Source:** G3 (Bethesda). 2013 Jun 1;3(6):979–91. doi: 10.1534/g3.113.006338
**Supplement:** Supporting Information

**Table S5** List of genes involved in ergosterol biosynthesis

| Enzyme Name                                                                     | Fungal gene    | Chlamydomonas gene name | Maximal change during regeneration |
|---------------------------------------------------------------------------------|----------------|-------------------------|------------------------------------|
| <b>Mevalonate independent 2-C-methyl-D-erythritol 4-phosphate (MEP) pathway</b> |                |                         |                                    |
| DXS                                                                             |                | g356350                 | +1.1x                              |
| IspC/IspE/DXR                                                                   |                | g546050                 | +1.6x                              |
| IspD                                                                            |                | g16770                  | -2.0x                              |
| IspF                                                                            |                | g503550                 | -1.3x                              |
| IspG/HDS1                                                                       |                | g490350                 | -1.35                              |
| IspH                                                                            |                | g372950                 | -1.1x                              |
| IDI/IDH1                                                                        |                | g11474                  | +2.0x                              |
| <b>Isoprenoid biosynthesis pathway from delta-3-isopentenyl-pyrophosphate</b>   |                |                         |                                    |
| Farnesyl pyrophosphate synthetase                                               | <i>ERG20</i>   | g207700                 | +2.4x                              |
| Farnesyl diphosphate franesyl transferase                                       | <i>ERG9</i>    | g175250                 | +1.4x                              |
| Squalene mono-oxygenase                                                         | <i>ERG1</i>    | g17770                  | +2.3x                              |
| Lanosterol synthase                                                             | <i>ERG7</i>    | g011100                 | +3.5x                              |
| Lanosterol 14-alpha demethylase                                                 | <i>ERG11</i>   | g092350                 | +16.3x                             |
| C-14 sterol reductase                                                           | <i>ERG24/4</i> | g076800                 | +4.4x                              |
| C-4 methyl sterol oxidase sterol desaturase                                     | <i>ERG25</i>   | g103500                 | +2.1x                              |
| C3-sterol dehydrogenase                                                         | <i>ERG26</i>   | g518650                 | +1.5x                              |
| Delta 24 sterol C methyltransferase                                             | <i>ERG6</i>    | g500500                 | +7.2x                              |
| C5 sterol desaturase                                                            | <i>ERG3</i>    | g663950                 | +7.9x                              |
| C-22 sterol desaturase                                                          | <i>ERG5</i>    | g11457                  | +6.5x                              |

How the deposited data were processed for this re-analysis (not part of the article)

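RNA from Chlamydomonas cells before deflagellation and 3, 10, 30, and 60 min into ciliogenesis was sequenced as 1 library per time point. The authors aligned 36 bp single-end reads to the v5.3.1 genome with TopHat, estimated expression with Cufflinks, and deposited an FPKM for each of 18757 gene models, with the bounds of its interval and a status. Versions and options of these programs are not given in the paper's text. FPKM is scaled by the authors to the mapped reads of each library. The samples were mapped to time points from the sample labels and the paper's methods, and where the pH of the acid step and the temperature differed between them, the paper's values were used.

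From the deposited FPKM, expressed genes were those with 3 FPKM or more in at least 1 of the 5 samples. Up-regulated genes had a ratio to predeflagellation of 2.5 or more, and down-regulated genes a ratio of 0.4 or lower without being up-regulated, at 1 or more time points. Gene lists and pattern labels were taken from Tables S3, S4, and S5. The median log2 ratio of a list, or its Arch share, was given as a percentile among 10000 random lists of the same size drawn within 10 bins of mean expression. Mean expression was taken over all 5 samples, so it includes the rise after deflagellation, and matching on it partly selects genes by their response. For Arch shares and largest fold changes, matching on the predeflagellation FPKM was added after the values were seen. The lists were drawn from the expressed genes for log2 ratios and from Table S3 for Arch shares and largest fold changes. No p-value was computed across genes. For log2 ratios of lists and profiles, FPKM under 0.01 were set to 0.01. Shares were given Wilson 95% confidence intervals, and rank correlations across genes were given bootstrap intervals from 2000 resamples. Genes are not independent replicates, and the correlations describe these libraries. Coordinates are those of the deposited tables with the start counted from 1. No reference genome was used, so the span of a gene model stands in for transcript length, and strand, exons, and GC content were not analysed here. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and plots used matplotlib 3.10.9.

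Depth was derived from the Cufflinks intervals, taken as 2 standard deviations of the counting error on either side of the FPKM. This gave between 15.3 and 18.1 M fragments per library, or a depth relative to the predeflagellation library of 1.07 at 3 min, 1.17 at 10 min, 1.09 at 30 min, and 1.02 at 60 min. The FPKM did not fall on whole multiples of a read, so reads were not recovered from them. The intervals cover error within a library, for some genes more than counting error, and cannot stand for biological or technical replicates.

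The classification, the list percentiles, and the correlations were tested on simulated data with known changes. In 17949 simulated genes, of which 200 were changed 4-fold, 100% of the raised and 94% of the lowered genes were recovered. In a simulation without any change, 19 of 9885 expressed genes were called up-regulated and 9 down-regulated. A list of raised genes stood at percentile 100 and a random list at 41.7. A correlation set at -0.288 was recovered as -0.275, and a partial correlation whose true value is 0 as 0.0163.

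The genes named are those that the paper names for an RNAseq result in its results, discussion, or Tables 3, S4, and S5, as far as its tables identify them, and the 2 genes with the largest rise and the 2 with the largest fall on the log2 scale after adding 1 to the FPKM, among expressed genes with intervals apart from predeflagellation. This rule, the thresholds, the lists, and 227 alternative settings were chosen before the data were examined. Of these settings 12 were not run, and the others gave 237 comparisons, because each time point left out, each tertile of fold change, and each of the 3 ABCA candidates, planned as 1 gene, was counted on its own. The alternatives include FPKM minimums of 1 and 10, ratios of 2 and 4, pseudocounts of 0.1 and 1, rescaling to a median ratio of 1 or to the upper quartile, and other assignments to patterns. A mark of Table S3 written in lower case, for BBS7 in the mouse tracheal cell column, was counted after the table was seen. Another 18 comparisons, on the maximal change in Table S5, were added after the values were seen, as was the count of genes up-regulated at every time point, and so was the rule that this change is the largest in either direction. The knockdown, imaging, and qRT-PCR experiments were not analysed here. The clustering itself was not repeated.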

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

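The test of the genes outside Table S3 was chosen only after that result was seen, whereas the test of overlapping gene models was chosen before. Of the 37 genes that pass the FPKM minimum and the 2.5-fold ratio but are not in Table S3, 31 had an estimate that Cufflinks marked OK in every sample and an interval above that of the predeflagellation sample. They are given here because they are outside Table S3. Of the 31, Cre12.g500500 is in the paper's Table S5, as a gene of the sterol pathway. Low-quality estimates were tested as an explanation: a status other than OK, or a value under 0.02 FPKM in some sample, was found for 22 of the 37 genes, a share of 0.595, below the 0.8 set as the limit for this explanation. It therefore does not cover the group as a whole. Reads assigned to an overlapping gene model may account for many of the 31, since 26 of them overlap another model. Among all expressed genes, those with a value under 0.02 FPKM in some sample overlapped another model 12.9 times as often as the rest (96.7% of 180 genes against 7.51%). Of the 31 genes, 15 had no value under 0.02 FPKM, and 10 of those 15 overlap another model. No biological explanation was tested for the group.

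Among the 15 genes, g8779 had the largest fold change, 209.8. It lies on chromosome 8 from 3046356 to 3050817 and overlaps no other model. Its FPKM was 0.904 before deflagellation, 1.53 at 3 min, 0.547 at 10 min, 189.7 at 30 min, and 1.94 at 60 min, so the rise is seen in the 30 min library alone. Neither low-quality estimates nor an overlapping model applies to this gene. With 1 library per time point, a brief rise at 30 min cannot be told apart from an event in that library, and neither was tested.

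The next genes all overlap another model. Cre14.g612400 had a largest fold change of 37.1 (0.174 to 6.46 FPKM at 10 min), g15177 of 30.7 (0.608 to 18.6 FPKM at 10 min), and Cre01.g008300 of 29.1 (0.264 to 7.68 FPKM at 3 min). As overlap was 12.9 times as frequent among genes with a value near 0 as among other expressed genes, a shift of reads between models may explain these rises. That test covered genes with a value under 0.02 FPKM, and none of these genes has such a value. The FPKM of the models that they overlap were not compared with theirs, so a shift was neither shown nor excluded.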

How the results depend on the processing

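The largest rise alone for the maximal changes in Table S5, an increase at every time point for the up-regulated genes, and lists matched on the predeflagellation FPKM were chosen only after the values were seen, and all other alternatives were fixed earlier. Over 45 results, 237 comparisons with an alternative fixed earlier were run. In 186 the value stayed within 1.5-fold for a count, within the confidence interval for a share or a median, and within the bounds for a fold change. In the other 51, spread over 27 results, it moved further. In 0 of the 237 was a reversed direction recorded, but it was looked for only in the correlation of the 3 min change with gene span. A count or a share has no direction that could reverse. A fold change or a median was compared only with its bounds or interval. The excess of falls over rises, which sets 2 counts side by side and is not among the 237, did reverse. With a minimum of 10 FPKM, rises outnumbered falls at 3, 30, and 60 min. None of the 237 comparisons moved the other 18 results, among them the numbers of up-regulated genes (1273 to 2396) and of unchanged genes (3195 to 6975). An increase at every time point, the counterpart of an alternative that had been fixed for the down-regulated genes alone, left 257 up-regulated genes. These 18 include the counts of up-regulated genes in the 4 structural lists, which show no stability because Table S4 holds genes found up-regulated. They also include FAP178, whose bounds have no upper limit, so that the 18.0 after rescaling to a median ratio of 1 against 13.7 could not count as moved, and the 0 genes of the mevalonate-independent pathway, which a pseudocount or the interval requirement could not raise. Without the 20 comparisons of the structural lists and the 7 of these 2 results, 159 stayed within the limits and 12 results were not moved. The 12 alternatives that divide by glyceraldehyde 3-phosphate dehydrogenase were not run, because the gene names did not identify that gene with certainty. No paired analysis was possible because each time point has 1 sample. For the values that moved, given next, the cause was not tested, apart from the count of unassigned genes at a correlation above 0.95.

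With a minimum of 10 FPKM there were 6290 expressed genes and 1650 down-regulated genes, and 496, 1302, 863, and 542 down-regulated genes at 3, 10, 30, and 60 min. The up-regulated genes, whose counts stayed within 1.5-fold, were then 1445 in all, and 766, 1104, 1051, and 584 at these time points. Increases thus outnumbered decreases at every time point but 10 min. With a minimum of 1 FPKM the down-regulated genes at these time points were 2813, 5449, 3904, and 1943. A ratio of 4 left 2565 down-regulated genes, and a decrease at every time point left 381. At 3 min, a pseudocount of 1 gave 770 down-regulated genes and rescaling to a median ratio of 1 gave 1049.

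Assigning genes to the nearest mean profile on the linear scale gave an Arch share of 48.3% for the IFT and motor genes, 32.5% for the dynein genes, and 53.8% for the central pair genes, and the log2 scale gave 37.5% for the dynein genes. Matching the random lists on the predeflagellation FPKM moved the percentile of the Arch share from 99.96 to 100 for the IFT and motor genes, from 50.2 to 97.0 for the dynein genes, from 79.9 to 99.5 for the radial spoke genes, and from 95.5 to 99.7 for the central pair genes, and that of the median largest fold change from 98.8 to 100 for the mouse tracheal cell genes. It stayed at 100 for both peptide columns of the flagellar proteome and for the microarray genes. Over all 1850 genes, the log2 profiles with a correlation above 0.85 gave 32.5% Arch, 18.2% Hump, and 8.00% Pulse. The linear profiles gave 18.8% Arch, 30.7% Stag, 22.9% Hump, and 24.2% Pulse. The log2 profiles with a correlation above 0.95 gave 29.5% Arch, 21.7% Stag, 12.8% Hump, 4.97% Pulse, and 1.03% Up-Tick of all 1850 genes, but assigned no more than 1295 of them (70.0%), which lowers each share. Among the 1295 genes the shares were 42.1% Arch, 31.0% Stag, 18.3% Hump, 7.10% Pulse, and 1.47% Up-Tick.

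Rescaling to a median ratio of 1 gave largest fold changes of 9.43 for TUA1, 15.0 for RSP3, 10.6 for ODA6 (at 10 min in place of 30 min), 14.3 for KLP1, 11.7 for MOT8, 11.6 for KCN1, and 38.2 for ZMYND10, and medians of 13.0 for the flagellar proteome, 14.6 for the microarray, and 9.89 for the mouse tracheal cell genes. Rescaling to the upper quartile gave 8.23 for TUA1. A pseudocount of 1 gave 4.00 for ABCA3, 7.06 for KCN1, 47.4 for NXN, 23.4 for ZMYND10, 9.34 for the flagellar proteome genes, and 7.45 for the mouse tracheal cell genes.

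The rank correlation across genes of the 3 min change with gene span was -0.440 in the structural genes, and -0.114, -0.283, and -0.296 in the lowest, middle, and highest tertile of largest fold change of the up-regulated genes, against -0.177 in all of them. With the largest rise alone, 12 of the 18 maximal changes in Table S5 stayed the same, 3 moved, and 3 changed sign. Those 3 were g16770 at 1.05, g11474 at 1.19, and Cre03.g175250 at 1.39.

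The bounds are wider for a gene with low FPKM. The largest fold change of ABCA9, at 1.93 FPKM before deflagellation, was 3.06 with bounds of 1.97 to 5.07, which reach below 2.5. That of TUA1, at 414 FPKM before deflagellation, was 8.53 with bounds of 8.32 to 8.74.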

Differences from the paper's values

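The setting for Table S5 that takes the largest rise alone was chosen only after the values were seen. Of 98 values compared with the paper's, 9 differed, and 0 of the 36 values of Table 3 did. The paper's Fig. 1 gives 7 of the 9, as the largest RNAseq fold change of a gene. For RSP3 it is about 5.0 in Fig. 1, read by eye, and the deposited FPKM give 11.3. For ODA6 the paper's value is about 4.6 in Fig. 1, read by eye, against 9.51. For KLP1 it is about 5.9 in Fig. 1, read by eye, against 10.9, and for FAP178 about 6.4 in Fig. 1, read by eye, against 13.7. For MOT8 it is about 5.3 in Fig. 1, read by eye, against 8.89. For NXN it is about 24 in Fig. 1, read by eye, against 58.4, and for ZMYND10 about 15 in Fig. 1, read by eye, against 28.9. None of the 4 alternatives set before the data were examined (pseudocounts of 1 and 0.1, rescaling to a median ratio of 1, and rescaling to the upper quartile) closed the gap for any of these 7 genes. For KCN1, where the paper's value is about 6.4 in Fig. 1, read by eye, the 8.82 found here differs by less than 1.5-fold, but the 11.6 after rescaling to a median ratio of 1 differs by more.

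The other 2 differences are maximal changes in Table S5, compared with the largest change in either direction, a rule that was itself chosen after the data were examined. For g11474 the paper's value is 2.0 and the value found was -1.29, from a ratio of 0.775 at 60 min with bounds of 0.572 to 1.04. For Cre03.g175250 the paper's value is 1.4 and the value found was -2.40. That value comes from a ratio of 0.417 at 30 min with bounds of 0.0990 to 1.21, in a gene under 3 FPKM in all 5 samples. The bounds of both genes include 1, so counting error alone could account for either fall. No alternative set before the data were examined applies to these values. With the largest rise alone, a setting chosen after seeing the values, Cre03.g175250 came to 1.39, which reaches the paper's 1.4, g11474 came to 1.19 against the paper's 2.0, and g16770 came to 1.05 against the paper's -2.0, where the value in either direction was -1.64.

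Some counts differ from the paper's by less than 1.5-fold. The paper's text gives 10813 expressed genes, as found here, and its Table 1 gives 10790. The paper's number of down-regulated genes is 4392, against 4224 here and 4391 with the genes that are also up-regulated counted too, an alternative set before the data were examined. The paper's number of unchanged genes is 4548, against 4713, and its number of gene models is 18507 in the results, against 18757 in its methods, its Table 1, and the deposited tables. For Table 2 the paper's counts are 357, 483, 196, and 222 genes, and the marks in Table S3 give 352, 480, 198, and 197. The paper counts 41 dynein proteins and Table S4 lists 40 genes. It counts 9 sterol pathway genes above 2-fold, against 8 here and 9 after rescaling to a median ratio of 1.

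The paper lists KAT among the up-regulated genes without saying which gene is meant, and it was read here as katanin. KAT1 itself had a largest ratio of 0.858, and the KATNAL2 homolog Cre10.g446400 had 3.58. The paper treats MORN1 and FAP266 as 1 gene, and Table S3 lists them as Cre16.g688650 and Cre16.g690450, with largest ratios of 8.51 and 11.4.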

Other observations

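The division of the dynein genes by span, the lookup of genes named HSP, and the comparison of 2 models at the locus of g17468 were chosen only after the values were seen, while the tests of gene length, scaling, background reads, counting noise, and neighbouring genes were chosen before. Among the up-regulated genes of Table S3, the log2 ratio at 3 min fell with the span of the gene model (Spearman rho -0.177 across 1849 genes, which are not independent replicates, and -0.131 given mean expression). At 10 min rho was 0.00681. The 370 genes with the longest spans, from 8132 to 108752 bp, had a median ratio of 1.46 at 3 min and 4.48 at 10 min, and the 370 with the shortest, up to 2822 bp, had 2.64 and 4.39. The change with span was not steady, since the genes in between had medians of 2.24 to 2.95 at 3 min. The relation was looked for because of the fold changes of the dynein genes in Table S4, which come from the same libraries. A length bias of the libraries was tested in the 4713 genes that stayed within 2.5-fold, where rho at 3 min was -0.0799. This is 0.451 of the value in the up-regulated genes, under the limit of 0.5 but close to it, and the ratio is 0.0990 when mean expression is taken into account. In the same genes rho was 0.00719 at 10 min, 0.118 at 30 min (bootstrap 95% interval 0.0913 to 0.145, and 0.113 given mean expression), and 0.0646 at 60 min, so gene span went with the ratio in genes that did not pass the threshold too. In the up-regulated genes rho was 0.00596 at 30 min and -0.0911 at 60 min (-0.136 to -0.0476). As a hypothesis, transcripts of long genes may take longer to appear after deflagellation, but a delay alone does not account for the negative value at 60 min. The values in the other genes leave open a difference between libraries that depends on length. GC content, mapping, and RNA quality were not tested, and the correlation was weaker in the lowest tertile of largest fold change (-0.114) than in the other two.

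The axonemal dynein genes, whose fold changes prompted the search, show the same relation and are not a separate test of it. Of the 13 genes in the range of the longest spans, 9 were below predeflagellation at 3 min, and 8 after rescaling to a median ratio of 1. Of the 27 shorter genes 1, actin, was below it, and 0 were after that rescaling. At the upper quartile scaling the numbers were 9 and 0. The dynein heavy chain DHC5 (g2194) had the lowest ratio at 3 min, 0.451, and reached 4.62 at 30 min. The 9 genes below predeflagellation before rescaling are those of the 13 with DHC in their name, with ratios of 0.451 to 0.859 at 3 min. ODA4, ODA2, ODA11, and FAP94, the rest of the 13, had ratios of 1.00, 1.03, 1.75, and 6.82. The genes were sorted by name alone, so some of the latter may also encode heavy chains. Among the 13, the genes named DHC have the longest spans, 19942 bp or more. Span and this naming are therefore not separated here, and gene family was not tested.

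With the minimum of 3 FPKM, more genes fell than rose at each time point, with 2.70 down-regulated genes per up-regulated gene at 10 min. With a minimum of 10 FPKM, 496, 1302, 863, and 542 genes fell at 3, 10, 30, and 60 min, and 766, 1104, 1051, and 584 rose. More genes then fell than rose at 10 min alone, although 1650 fell and 1445 rose over all time points together. The excess at the other time points thus depended on genes that stayed under 10 FPKM. Scaling to total mapped reads could produce such an excess. After rescaling to a median ratio of 1, 1.62 down-regulated genes remained per up-regulated gene over all time points, above the limit of 1.5 set for this explanation but near it. By time point the number was 1.01 at 3 min, 1.48 at 10 min, 1.45 at 30 min, and 1.62 at 60 min, so that the excess was gone at 3 min and under 1.5 at all time points but 60 min. With the upper quartile scaling it was 1.57, 2.44, 2.01, and 1.61. The limit was set for all time points together, and the scaling remains a candidate explanation of the excess, at 3 min above all. The rescaling itself assumes that the median gene does not change, which these files cannot show. Its median is taken over genes with at least 3 FPKM in all 5 samples, which leaves out genes that fell under 3. At 10 min that median was 0.757, against 0.581 over all expressed genes. The rescaling may therefore correct the scaling only in part, and the excess that remains does not rule it out. At 10 min, genes with 0.5 to 1 FPKM before deflagellation had a median ratio of 0.321, those with 4 to 8 FPKM 0.447, and those with 64 FPKM or more 0.753. Constant background reads in the predeflagellation library would remove a similar FPKM at each level. The median drop was 3.01 FPKM at 4 to 8 FPKM and 0.453 FPKM at 0.5 to 1 FPKM, a ratio of 6.65. A gene at 0.5 to 1 FPKM cannot drop by more than its own FPKM, and the general fall at 10 min gives a larger drop at higher FPKM, so this test was bound to give a high ratio and background reads remain open. Why low-expressed genes fell more was not settled.

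Counting noise in low genes was tested as an explanation of the up-regulated genes. A simulation without any change called 19 genes up-regulated, 0.0101 of the 1876 in the data. The simulation holds counting error only, so it does not speak to variation between cultures or libraries.

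Neighbours of up-regulated genes were themselves up-regulated in 29.3% of 1708 cases where the gap between the models was 200 bp or less, overlapping models included, in 28.1% of 506 with a longer gap of up to 1000 bp, and in 19.4% of 279 at more than 1000 bp. Over all expressed genes the share is 17.3%. The share at the shortest gaps was 1.51 times that at the longest, which just passes the limit of 1.5 set for reads of a gene counted on its neighbour. That explanation may therefore apply, and the pattern cannot be told apart from it, although the share was nearly as high at the gaps in between. Without strand, genes that share a promoter region could not be separated.

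The 2 largest falls on the log2 scale were those of g17468 and GDH2. The model g17468 on chromosome 17 went from 52.9 FPKM before deflagellation and 56.4 at 3 min to 0.000839 at 10 min. Cre17.g722050, which has the same coordinates (3193548 to 3195399), went from 0.00439 and 0.00407 to 50.9 FPKM at the same samples. The fall of g17468 may be a change in which model the reads were assigned to, as overlap was 12.9 times as frequent among genes with a value near 0 as among other expressed genes. GDH2 (Cre05.g232150) went from 186 to 2.21 FPKM at 60 min. The 2 largest rises were those of g8779 and g3654 (NAP).

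The files name 18 genes HSP. Of these, 12 were expressed and 6 were up-regulated, 8 after rescaling to a median ratio of 1 and 6 with the upper quartile scaling, and Table S3 lists all 6. HSP90B rose most among the expressed ones, from 20.8 to 301 FPKM at 60 min, a ratio of 14.5. GAP1, whose identity as the control gene of the qRT-PCR was not established, had a ratio of 0.550 at 3 min, 0.356 at 10 min, 0.510 at 30 min, and 0.927 at 60 min, and 0.471 at 10 min after rescaling to a median ratio of 1. No explanation was tested for these values.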
